# Extremes on the benign-malignant tumour spectrum: Distinct transcriptomic landscapes between two common canine perianal neoplasms based on the hallmarks of cancer

**DOI:** 10.1371/journal.pone.0351773

**Published:** 2026-06-22

**Authors:** Alexander F. H. Haake, Alina K. Loriani Fard, Vladimir M. Jovanovic, Michael Hummel, Sandro Andreotti, Achim D. Gruber

## Abstract

The hallmarks of cancer describe stepwise changes in cellular functions and molecular pathways of tumour cells that undergo malignant progression. Although 14 hallmarks have been proposed, their manifestation at the molecular level across different tumour types remains incompletely understood. Here, we hypothesised that hallmark-associated transcriptomic signatures reflect the contrasting biological behaviours of a pair of a benign and a malignant tumour. To this end, we compared the two most common canine perianal tumours, the highly malignant apocrine gland anal sac adenocarcinoma (AGASAC) and the benign hepatoid gland adenoma (HGA). Spontaneous primary tumours were analysed using RNA-Seq (AGASAC n = 11, HGA n = 10) and a direct mRNA hybridisation panel (AGASAC n = 28, HGA n = 12). Large transcriptomic differences were observed in both the number of differentially expressed genes and enriched pathways. Surprisingly, transcriptomic differences based on the hallmarks of cancer were less pronounced that anticipated, particularly for “activating invasion and metastasis” and “inducing or accessing vasculature”. Only the HGAs showed a significant enrichment for “deregulating cellular energetics”. However, our data point towards a contrasting immune landscape between the compared tumours and a subgrouping of AGASACs associated with the inflammatory landscape. Overall, the transcriptomes of these two benign-malignant tumour extremes on the tumour spectrum contrasted each other in select aspects of the hallmarks. Still, their malignant or benign behaviours could not generally be mirrored on the mRNA level.

## Introduction

Molecular characterisation of canine tumours can open up new insights into comparative understanding of tumour biology, tumour-specific properties, as well as novel strategies for improved treatment in this species. In both humans and animals, pan-cancer research has cumulated in a multifaceted perspective on biological properties leading to malignant transformation. Specifically, fourteen comprehensible concepts, proposed by Hanahan and Weinberg as the hallmarks of cancer, describe acquired features that promote and sustain tumourigenesis [1–3]. It is postulated that nearly all tumours exhibit a multistep acquisition of at least six of the eight “hallmark capabilities”. The succession of obtaining these varies both in time point and their molecular mechanism. As genetic alterations can affect multiple molecular processes, a single genetic aberration can convey various capabilities concurrently. Furthermore, six “enabling characteristics” or “emerging hallmarks” likely aid to the development and maintenance of cancer. Purposely, the concept of these hallmarks should be applicable to all tumours, independent of their cellular origin or species.

Among the extremes on the benign-malignant tumour spectrum are the two most common perianal tumours in dogs, the hepatoid gland adenoma (HGA) and apocrine gland anal sac adenocarcinoma (AGASAC). Despite their similar location and initial clinical impression, they exhibit contrasting biological and clinical behaviours. Specifically, the HGA almost always will demonstrate benign behaviour and in most cases, simple surgical removal is curative [4]. In stark contrast, the highly malignant AGASAC often develops early invasion and metastasis to the locoregional lymph nodes even in small tumours not yet detected [4–10]. Metastatic rates at time of clinical presentation of up to 79% are reported [11]. Distant metastases may also occur [5,11–13]. Standard therapy consists of surgical extirpation of the affected anal sacs and lymph nodes. Despite additional adjunct therapies including chemo- and radiotherapy, survival rates generally remain poor [5,11,14–22]. Thus, these perianal tumours represent an intriguing pair for comparison, as they exhibit distinct and consistent biological behaviours, permitting an inter-entity contrast that serves as a proof of principle for identifying hallmark features of cancer. This approach differs from previous intra-entity comparisons, where malignant tumours have been compared to benign tumours of the same cellular origin [23–27].

We hypothesised that AGASACs would particularly feature transcriptomic profiles linked to early aggressive metastatic behaviour, while HGAs would display profiles commonly linked to benign growth, including general tumour development, yet lack those related to malignancy. Furthermore, we speculated that two distinct transcriptomic landscapes based on the hallmarks of cancer would be evident, each characteristic of the distinct biological behaviour of the two tumour entities. As part of improved tumour understanding, the transcriptomic differences between AGASAC primary tumours and their corresponding nodal metastases were also investigated. Finally, we asked whether the data could potentially further novel therapeutic strategies for the commonly lethal AGASAC [28].

To this end, we analysed archival formalin-fixed, paraffin-embedded (FFPE) tumours from spontaneously affected pet dogs with two distinct technologies to establish whether specific transcriptomic differences mirror, predict, or explain the extremely different biological behaviours of HGAs and AGASACs. Specifically, RNA sequencing (RNA-Seq) allowed for a whole transcriptome landscaping approach, while a direct mRNA hybridisation panel, nCounter^®^, enabled a more focussed view on immuno-oncological processes.

## Materials and methods

### Tissue samples

FFPE tissue samples of AGASACs (n = 33; 28 primary tumours, 5 nodal metastases) and HGAs (n = 12) from pet dogs were retrospectively selected from routinely archived cases between 2006 and 2021 at the Institute of Veterinary Pathology, Freie Universität Berlin. Tumours were diagnosed histopathologically by a board-certified veterinary pathologist on 2 μm-thick sections routinely stained with haematoxylin and eosin.

The dogs were privately owned and were not associated to animal experiments. Tumours had been surgically excised for curative and diagnostic reasons only. Owners had given their consent to the use of tissues for research purposes. The work was ethically approved (decision StN 010/23 of the State Office for Health and Social Affairs, Berlin).

Selection criteria included a perianal location, specifically the left or right anal sac for AGASACs, and also included the tail root for HGAs. The dogs were at least 8 years old (span: 8–15, mean: 10.76). The selected tumours were solid and samples with ulceration and suppurative inflammation, larger areas of necrosis, fibrosis, or desmoplasia were excluded. See S1 Table for further data on the employed samples. In total, the archived samples reviewed prior to selection included 188 AGASAC and 242 HGA submissions.

The nodal metastases stemmed from five cases diagnosed with AGASAC (a1 to a5), where sublumbar lymph node metastases from the same dog had been submitted simultaneously.

### RNA extraction and quality control

After trimming away tumour-adjacent tissue with a scalpel, five 10 μm FFPE scrolls were prepared from entire cross sections, collected in sterile centrifuge tubes, and stored at −80 °C. RNase AWAY^®^ (Thermo Fisher Scientific Inc., USA) was applied to all surfaces, gloves, and instruments before RNA isolation.

Total RNA was extracted in randomised extraction batches (S2 Table) with the PureLink^TM^ FFPE Total RNA Isolation Kit (Thermo Fisher) according to the manufacturer’s guidelines. Total RNA concentrations were measured with a UV-VIS spectrophotometer NanoDrop^TM^ 2000c (Thermo Fisher) and the quality of the total RNA was determined with an Agilent 5200 Fragment Analyzer (Agilent Technologies, Inc., USA) employing the DNF-471F33 - SS Total RNA 15nt - FFPE Illumina DV200 method mode. For data on RNA quality see S2 Table. Only samples with a DV_200_ (percentage of RNA fragments over 200 nucleotides [nt] in length) [29] of > 40% were chosen. Total RNA was treated with DNase I (Thermo Fisher).

### RNA sequencing (RNA-Seq) and bioinformatic analysis

The RNA from 25 samples (21 cases), i.e., 10 HGAs (10 cases) and 15 AGASACs (11 primary tumours and 4 nodal metastases; 11 cases), was sequenced with QuantSeq 3' (Lexogen GmbH, Vienna, Austria) at Lexogen Services. Additionally, three technical replicates from each three HGA samples (h2, h24, h28) were obtained and sequenced. DNase I-treated total RNA (500–1000 ng) was processed with the QuantSeq 3' mRNA-Seq FWD Library Preparation Kit (Lexogen) according to the manufacture’s guidelines (user guide 015UG009V0251) using the low-quality RNA protocol. The quality of the libraries was determined with the Agilent 5300 Fragment Analyzer (DNF-474–33 – HS NGS Fragment 1–6000 bp method mode). The samples were pooled in equimolar ratio and the library pool was quantified using a Qubit^TM^ dsDNA HS assay kit (Thermo Fisher). Sequencing was performed on an Illumina^®^ NextSeq^TM^ 500 system with a SR75 High Output Kit. In total, 0.011 sequencing lanes were used per sample, resulting in an output of 4,025,165–7,548,231 trimmed reads with average read lengths between 63.41 to 71.6 nt.

The FASTQ sequencing files were first pre-processed (adapter trimmed, filtered) using Cutadapt (v1.18) [30] and aligned to the current NCBI Reference Sequence (RefSeq) assembly for the dog (*Canis lupus familiaris*) UU_Cfam_GSD_1.0 (GCF_011100685.1) [31] with STAR aligner (v2.7.11b) [32]. Gene-level counts were generated with two rounds of featureCounts (v2.0.1) [33]. As the mapping of QuantSeq 3' reads is restricted to the 3' end of expressed sequences, insufficient annotations of the 3' UTR may result in the omission of the identification of genuinely expressed transcripts. To mitigate this effect, we employed a second round of featureCounts for previously unassigned mappings against transcripts with a 2 kilobase (kb) extension of their 3' UTR. This 2 kb extension was selected based on our preliminary analyses of read mapping locations downstream of annotated 3' ends on canine tissue samples not used in this experiment, which had also been analysed with QuantSeq 3'. This approach increased the average number of assigned read mappings by 11% (minimum: 9%, maximum: 15%).

Gene counts for technical replicates were aggregated before raw gene counts were normalised and principal component analysis (PCA) ensued with the plotPCA function from the DESeq2 package (v1.28.0) [34]. DESeq2 was then used for differential gene expression (DGE) analysis for the comparison AGASAC primary tumours versus HGAs. Additionally, the AGASAC primary tumours were compared to their corresponding nodal metastases (each n = 4). A batch effect was not evident after visual inspection of the PCA plot with according identification by RNA extraction batches.

The significance thresholds were drawn at a log_2_(fold change) (log_2_FC) of ≤ −1 and ≥ 1 after shrinkage with apeglm [35] and an adjusted p-value (p_adj_) of < 0.05. In calculating the p_adj_, a false discovery rate (FDR) of 0.05 using the Benjamini-Hochberg (BH) procedure [36] was used. The key parameters for the software are listed in S3 Table.

The statistical power of the experimental design, estimated using the RNASeqPower method [37] as implemented in the online application (https://rodrigo-arcoverde.shinyapps.io/rnaseq_power_calc/), was > 0.99. The following parameters were used: feature counts (referred to as sequencing depth in the tool) = 81, coefficient of variation = 0.4, effect = 2, alpha = 0.05, sample size = 25.

### Immuno-oncological nCounter^®^ direct mRNA hybridisation panel

The RNA (150–250 ng) from 45 samples (25 of which had already been analysed with RNA-Seq), i.e., 12 HGAs (10 of which had already been analysed with RNA-Seq) and 33 AGASACs (15 of which had already been analysed with RNA-Seq) – 28 primary tumours and 5 nodal metastases – was hybridised in random order (S1 Table) to the nCounter^®^ Canine IO Panel XT CodeSets (NanoString Technologies, Inc., USA). The extracted RNA stemmed from the same extractions used for RNA-Seq. A 30 probe Panel Plus (S4 Table) was added to the hybridisation following the manufacturer’s hybridisation protocols (manual IDs: MAN-10023–11, MAN-10056–06). This Panel Plus included genes of further interest for these entities stemming from the RNA-Seq analysis. The probes were designed on the basis of the NCBI RefSeq assembly CanFam3.1 (GCF_000002285.3) [38]. Hybridised samples were loaded onto the nCounter^®^ MAX Analysis (NanoString) Prep Station for purification and immobilisation on sample cartridges, transferred to the Digital Analyzer for data collection, and analysed following the manufacturer’s protocol (manual ID: MAN-C0035-08).

Following the workflow described in the manufacturer’s guidelines (manual IDs: MAN-C0019-08, MAN-C0011-04), the reporter library file (RLF) and reporter code count (RCC) files were imported into the nSolver^TM^ 4.0 Analysis Software (NanoString). Quality control and normalisation followed default settings.

### Analysis of nCounter^®^ data with nSolver^TM^

Further analyses were implemented with the R 3.3.2-based Advanced Analysis 2.0 plug-in (v2.0.134) following the manufacturer’s instructions (manual ID: MAN-10030–03) with the recommended statistical settings.

For DGE analysis, this included using a FDR of 0.05 with the Benjamini-Yekutieli (BY) [39] procedure. In a gene panel context, the BY method is preferred, as expression profiles among the selected genes are typically correlated due to their biological interrelatedness. The BY method controls the FDR under arbitrary test dependence, making it well suited for transcriptomic panels where interdependencies exist. Additionally, NanoString recommends the use of BY with nCounter^®^ panels. Main inferences remained stable across an alternative FDR correction method (BH). Differential expression was calculated for AGASAC primary tumours (n = 28) versus baseline of HGA (n = 12). Furthermore, the AGASAC primary tumours were also compared to their corresponding nodal metastases (each n = 5). A clear batch effect was not evident after visual inspection of the PCA plot and heatmap with colouring based on cartridge ID, but the cartridge ID was used as a confounder in the DGE analysis, as recommended, and the sample group was selected as predictor.

For gene set analysis (GSA), a custom annotation file based on the hallmarks of cancer was provided by NanoString’s gene curation team (S5 Table). Gene annotations were adapted from annotations based on the Gene Ontology (GO) [40,41], Kyoto Encyclopaedia of Genes and Genomes (KEGG) [42], and Reactome [43,44] databases and assigned to matching hallmarks (S6 Table). A custom annotation route using an annotation engine was used by NanoString’s gene curation team to assign annotations to the genes included on the Panel Plus based on this research context when possible. Global significance scores (GSS), based on the t-statistics of the differentially expressed genes within a hallmark, were automatically calculated in the GSA module. The GSS indicates how strongly genes in a hallmark differ overall between the AGASACs versus HGAs. The higher the score, the more transcriptional change is seen. The directed GSS (DGSS) also includes the direction, i.e., a positive score indicates an up-regulation in AGASACs relative to HGAs, while a negative score indicates down-regulation. A significance threshold is not provided.

The pathway scoring module automatically summarizes the data from all genes belonging to a hallmark gene set into a single pathway score. It is essentially a first principal component (PC1) of the normalised expression levels of a hallmark gene set. A higher score indicates that the genes of a hallmark are collectively more highly expressed relative to other samples. The user manual MAN-10030–03 includes more information on GSS and pathway scoring.

We had previously shown that there was a strong correlation of gene expression data between QuantSeq 3' and nCounter^®^ [45].

### Interpretation of log_2_FC directions

Differentially expressed genes (DEGs) were calculated based on the comparison of AGASAC primary tumours versus HGAs in DESeq2 and nSolver^TM^. Thresholds were set at log_2_FC ≤ −1 or ≥ 1. Genes with log_2_FC ≥ 1 were considered to be expressed higher, while genes with log_2_FC ≤ −1 were considered to be expressed lower in the AGASAC samples. Vice versa applied to the HGA samples.

### Over-representation analysis for the hallmarks of cancer

Over-represented cancer hallmarks were identified with cancerhallmarks.com [46]. All significantly DEGs from the AGASAC primary tumour versus HGA comparison were split into two distinct sets based on a higher (log_2_FC ≥ 1) or lower (log_2_FC ≤ −1) expression. These two gene sets using the annotated gene symbols were used as independent inputs. The “core cancer hallmark gene set”, comprising 1,574 genes, the “human” species option, and the output as “enrichment with distribution plot” was selected.

Additionally, gene set enrichment analysis on the basis of the Molecular Signatures Database (MSigDB) hallmark gene set collection [47] was chosen in the same online tool. This collection comprises 50 gene sets. Significance thresholds were drawn at p_adj_ ≤ 0.05.

## Results

### Striking differences between AGASAC and HGA samples in the RNA-Seq data

We performed a PCA on rlog normalised RNA-Seq read counts in order to elucidate the differences between the transcriptomes of AGASACs and HGAs in a landscaping approach. 

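The comparison of the tumour entities rested on 11 AGASAC primary tumours and 10 HGAs, sequenced from the 3' end of polyadenylated transcripts with QuantSeq. The authors trimmed the reads with Cutadapt, aligned them with STAR to the German shepherd genome, counted them per gene with featureCounts after extending the annotated 3' UTRs by 2 kb, and fitted the counts with DESeq2. For 27493 genes, the authors' deposited table gives a mean normalised count and a log2 fold change before and after shrinkage, with a p-value from the Wald test for 27392 of them and one adjusted with the Benjamini-Hochberg procedure for 19907. That table also holds columns of 4 nodal metastases, and its mean normalised count runs over these as well. Positive values stand for higher expression in AGASACs, and fold changes are given before shrinkage unless they are called shrunken. Values per tumour were used for the HGAs h2, h24 and h28 only, each of which is the authors' sum of counts over 3 technical replicates, so that there is 1 value per tumour and no replicate error. Their summed counts came to 6408500 in h2, 5877446 in h24 and 3601601 in h28, whereas the depth stated in the paper is in trimmed reads per sample. A count of 0 therefore allows a share of up to 4.7e-05%, 5.1e-05% and 8.3e-05% of all counts in these tumours. SCD, the desaturase that makes monounsaturated fatty acids, took 7.2% of all counts in h2 (95% Wilson interval 7.18% to 7.22%), 9.5% in h24 (9.48% to 9.53%) and 8.99% in h28 (8.97% to 9.02%). Intervals and limits of this kind cover counting error only. From the p-values and signs of the comparison, 39 lists of genes for pathways and cell types were tested with cameraPR of limma, which asks whether the members of a list move together against all other genes with an adjusted p-value, and the p-values were adjusted over the lists. The lists were written before the deposited data were examined, but after the text of the paper and part of its tables had been read. Several were picked because the study discusses their theme. Some lists hold genes whose direction the paper had reported from the same tumours, such as KRT8, DSG1 and ACTA1. Tests of these lists were therefore not blind. The correlation between genes was preset at 0.01, since it cannot be estimated without values per sample, and a preset of 0.05 was the stricter alternative. Genes of a list may be more strongly correlated than either preset, so that its p-value does not measure the spread between tumours.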

The first two principal components (PCs) accounted for 70% of the variance in gene expression (PC1: 65%; PC2: 5%; Fig 1A). All HGA samples were clearly separated from the AGASAC samples. Interestingly, while tight clustering of the HGAs indicated only minor transcriptomic differences among this group, the AGASACs were more dispersed along PC2. Moreover, each of four primary tumours (aX.1) clustered closely with its corresponding lymph node metastasis (aX.2).

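Transcripts of lipogenic genes and of the keratin gene KRT79 were abundant in each of the HGAs h2, h24 and h28. KRT79, a keratin of the sebaceous duct, had 4654 normalised counts in h2, 4662 in h24 and 4749 in h28. ELOVL5, an elongase of polyunsaturated fatty acids, had 34877, 23761 and 29132 normalised counts in the same order. Larger differences were seen for ACSL1, which activates long-chain fatty acids and had 3763, 13566 and 8561 normalised counts, and for IGF2, a growth factor with 16.5, 4.99 and 116. Together, the measured genes of fatty acid synthesis and elongation held 9.27%, 11.7% and 11.2% of all counts. Most of this was SCD alone, with 7.2%, 9.5% and 8.99%. Genes of T cells held 0.00259% in h2, 4.1e-04% in h24 and 0.00269% in h28. Across the 22504 genes with a count in at least 1 of these tumours, the Spearman correlation was 0.91 between h2 and h24, 0.905 between h2 and h28 and 0.919 between h24 and h28, and genes are not independent replicates. Log2 normalised counts, with a pseudocount of 1, differed by at least 1 for 28.8%, 30.8% and 28.6% of these genes. These shares were lower, at 16.2%, 20.2% and 16.1%, with raw counts scaled to one smaller total in each tumour. The normalised counts already had similar totals, with 3.20e+06 in h2, 3.26e+06 in h24 and 3.12e+06 in h28. On a smaller scale, a pseudocount of 1 weighs more on genes with few counts. The lower shares therefore do not show an effect of the normalisation. For genes with at least 10 counts in each tumour, the shares were 13.9%, 17.9% and 13.6%. The dispersion of the AGASACs was not analysed here, so that the spread of the groups could not be compared.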

**Fig 1:**
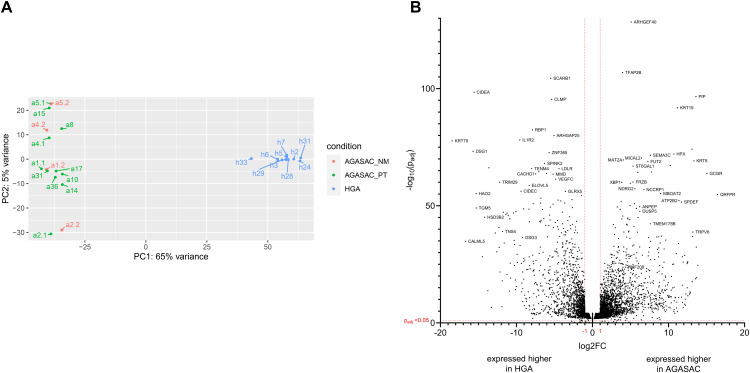
Gene expression data from RNA-Seq. **(A)** Principal component analysis (PCA) plot of the 25 tumour samples analysed with RNA-Seq. PCA was performed on the rlog normalised reads in DESeq2. The HGA samples (“h”) are represented by the turquoise dots, the AGASAC primary tumour samples (“a”) by the green dots. Four primary tumours are labelled as aX.1, lymph node metastases (orange dots) as aX.2. **(B)** Volcano plot of the significantly differentially expressed genes after DESeq2 analysis on the basis of the RNA-Seq data. The red dotted lines represent the significance thresholds (p_adj_ < 0.05; log_2_FC < −1 and > 1). AGASAC, apocrine gland anal sac adenocarcinoma; NM, nodal metastasis; PT, primary tumour; HGA, hepatoid gland adenoma; PC, principal component; FC, fold change; p_adj_, adjusted p-value.

DESeq2 analysis identified a total of 3,633 genes as significantly differentially expressed between the AGASAC and HGA groups. Of these, 2,235 genes were higher expressed and 1,398 were lower expressed in the AGASAC group (S7 Table). 

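Among genes with a high mean count, the largest shrunken fold changes towards AGASAC in the authors' deposited table belonged to QRFPR and GCGR, receptors for the peptide 26RFa and for glucagon, with 16.44 (standard error 3.04, adjusted p = 1.7e-55) and 15.05 (standard error 2.93, adjusted p = 1.7e-64). B3GALT2, a galactosyltransferase, BCAS1 and the calcium channel gene TRPV6 followed in the authors' deposited table with shrunken values of 13.86, 13.65 and 13.21, as did the uncharacterised genes LOC119874462 and LOC119876946 with 13.68 and 13.55. Towards HGA, the authors' deposited table lists CALML5, a calmodulin-like protein of the epidermis, with a shrunken value of -16.69 (standard error 3.74, adjusted p = 1.5e-35). It also lists TGM5, a transglutaminase of the cornified envelope, with -15.30, the beta-defensin gene CBD103 with -14.48, HSD3B2, an enzyme of steroid synthesis, with -14.18, the peroxisomal oxidase gene HAO2 with -15.30, SLC24A5 with -13.76 and LOC102153034 with -13.63, all in the authors' deposited table. These genes are among the 10 with the largest shrunken fold changes in each direction, taken from genes past both thresholds with a mean normalised count of at least 100. Shrinkage made the values of some genes, HAO2 among them, larger in size and not smaller, so that this ranking is not a cautious one. At an adjusted p under 0.05, 4490 genes were higher and 3926 were lower in AGASACs in the authors' deposited table, and the fold change threshold left 2235 and 1398 of them. In 3151 of the genes at an adjusted p under 0.05, the shrunken fold change in the authors' deposited table was 0 to within 1.3e-04, and 2145 of these had a fold change of at least 1 in size before shrinkage. With the threshold on values before shrinkage, an alternative chosen after the data were seen, 6144 genes passed in place of 3633.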

A volcano plot visualises the pattern of DEGs with select identification of genes with the strongest differences (Fig 1B).

### Genes with strongest differentiation between AGASAC and HGA samples

Among the DEGs, we selected single genes that could best discriminate the tumour entities, potentially also for diagnostic purposes. Ten genes were identified that had high read counts in all samples of one tumour group, but zero in all or most of the other tumour samples (Table 1). Among these, PIP showed high expression in AGASACs (average log_10_ normalised reads = 4.05), and more than 670-fold higher reads level in the AGASAC sample with lowest expression (2,564 reads) compared to the HGA sample with highest expression (3.8 reads). 

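PIP, the prolactin-inducible protein secreted by apocrine glands, lies on chromosome 16 from 6219083 to 6225860 of UU_Cfam_GSD_1.0. Its mean normalised count was 5584, its log2 fold change was 13.69 before shrinkage and 13.61 after it (standard error 0.65), and its adjusted p was 2.5e-97 in the authors' deposited table. The HGAs h2 and h24 had no PIP count, and h28 had 4 counts, which is 1.1e-04% of its total (95% Wilson interval 4.3e-05% to 2.9e-04%). A second locus, LOC119874625, lies on the same chromosome from 6266218 to 6272961 and had a mean normalised count of 5585 in the authors' deposited table, with the same fold change to 2 decimals. The authors counted reads that align to several places in fractions, so that both loci may hold shares of the same reads and the level of PIP alone is uncertain.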

Three of the identified genes (PIP, KRT19, KRT8) had very few reads (< 5 normalised reads in a maximum of four samples) in the HGAs, while another three (CIDEA, DSG3, TRIM29) had very few reads (≤ 2.5 normalised reads in a maximum of one sample) in the AGASACs.

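Of the genes of Table 1, the keratin genes KRT19 and KRT8 mark simple glandular epithelium, whereas DSG1, DSG3 and TRIM29 belong to stratified epithelium. KRT19 lies on chromosome 9 from 21117527 to 21121798 of UU_Cfam_GSD_1.0 and had 2, 0 and 0.867 normalised counts in the HGAs h2, h24 and h28. KRT8, on chromosome 27 from 44422008 to 44429675, as well as GCGR and QRFPR had no count in any of these HGAs, so that their level lay under the limit given above for a count of 0. CIDEA, a protein of lipid droplets, lies on chromosome 7 from 77774353 to 77792294 and had 5440.0, 6405 and 4899 normalised counts. The desmosomal cadherin genes DSG1 and DSG3 had 934, 695 and 489 and 119, 99.2 and 91.9, and TRIM29 had 561, 336 and 422. Their log2 fold changes were 11.24 for KRT19 (adjusted p = 1.5e-92), 12.39 for KRT8 (adjusted p = 6.3e-70), -14.55 for CIDEA (adjusted p = 3.5e-99) and -11.25 for TRIM29 (adjusted p = 8.2e-61) in the authors' deposited table. All 10 genes of Table 1 lay inside the range of normalised reads that the table gives for HGAs in each of the 3 tumours, to within 1% and the rounding of the table. These tumours are among the HGAs from which that range was taken. The outcome was therefore fixed in advance and adds nothing on how well the genes separate the tumours. From counts high in every sample of a group and near 0 in the other group, the paper reasons that these genes could separate the tumour entities best, potentially also for diagnosis.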

**Table 1:** Ten highly differentiating genes.

Differentiating for	Gene	Normalised reads in HGA samples (mean)	Normalised reads in AGASAC samples (mean)	Difference between means (log_10_-factor)	log_2_FC
AGASAC	PIP	0–3.8 (0.89)	2,564–17,812 (9,860)	4.05	13.61
	KRT19	0–4.6 (0.93)	1,122–3,267 (2,189)	3.37	11.18
	KRT8	0–1.3 (0.13)	668–1192 (880)	3.83	13.33
	GCGR	0	196–4,948 (2,244)	∞	15.05
	QRFPR	0	196–4,974 (2,254)	∞	16.44
HGA	CIDEA	1,155–7,105 (4,769)	0–1 (0.09)	4.72	−15.57
	KRT79	117–7,427 (4,642)	0	∞	−18.44
	DSG1	489–1,256 (804)	0	∞	−15.7
	DSG3	92–321 (160)	0–2.5 (0.22)	2.86	−9.19
	TRIM29	283–959 (483)	0–0.9 (0.08)	3.78	−12.22

Ten genes are displayed that highly differentiate between the apocrine gland anal sac adenocarcinoma (AGASAC) primary tumour and hepatoid gland adenoma (HGA) samples, possibly useful for diagnostic purposes. FC, fold change.

### Only one significantly over-represented hallmark of cancer after using RNA-Seq data

Surprisingly, no hallmarks were significantly over-represented in the AGASAC gene set (n = 2,235, Fig 2A) after input into cancerhallmarks.com [46]. However, some hallmarks were more discernible based on the ratios indicating whether a gene set of one hallmark was distributed to a greater extent (ratio > 1) compared to the other hallmarks. This was the case in six hallmarks: “tissue invasion and metastasis” (p_adj_: 0.475, ratio: 1.09), “sustaining proliferative signalling” (p_adj_: 0.475, ratio: 1.1), “evading immune destruction” (p_adj_: 0.475, ratio: 1.36), “tumour-promoting inflammation” (p_adj_: 0.675, ratio: 1.15), and “replicative immortality” (p_adj_: 0.675, ratio: 1.17).

**Fig 2:**
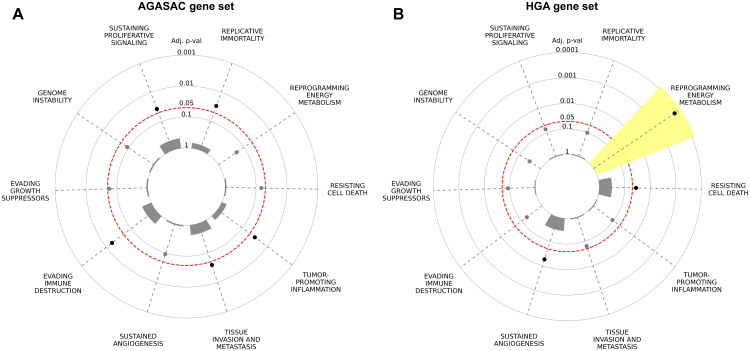
Over-representation analysis for the hallmarks of cancer. Hallmark enrichment plots from cancerhallmarks.com [46] for the **(A)** AGASAC gene set (n = 2,235) and **(B)** HGA gene set (n = 1,398) compared to the core hallmark gene set (n = 1,574 genes). The grey slices indicate no significant enrichment, while the coloured slice shows significant enrichment. The enrichment p-values are displayed as concentric circles, while the red dotted line marks the significance threshold of p_adj_ ≤ 0.05. The dots represent the distribution of genes across the ten hallmarks relative to one another. Black dots denote a greater number of genes (ratio > 1), whereas grey dots indicate hallmarks with comparatively fewer genes (ratio < 1).

For the HGA gene set (n = 1,398, Fig 2B), only one hallmark was significantly over-represented: “reprogramming energy metabolism” (p_adj_: 3.45e-11, ratio: 2.96). 

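Lists of mitochondrial energy metabolism were lower in AGASACs, and hence higher in HGAs. Of 62 measured genes of oxidative phosphorylation, 55 were lower in AGASACs, 0 were higher and 7 did not pass the test in the authors' deposited table (57 lower when adjusted over the list alone). UQCRC1 and UQCRC2, core subunits of respiratory complex III, had log2 fold changes of -2.28 (adjusted p = 1.1e-41) and -1.70 (adjusted p = 2.2e-18) in the authors' deposited table, and COX5B, a subunit of cytochrome c oxidase, had -1.32. Of 21 genes of the tricarboxylic acid cycle, 16 were lower and 1 was higher in the authors' deposited table (17 and 1 when adjusted over the list alone). PDHB, a subunit of pyruvate dehydrogenase, had -1.97 (adjusted p = 3.4e-31), and the citrate synthase gene CS had -2.06 (adjusted p = 1.1e-16) in the authors' deposited table. As lists, oxidative phosphorylation (median log2 fold change -0.88, adjusted p = 1.2e-18) and the tricarboxylic acid cycle (median -1.15, adjusted p = 3.4e-09) were lower in AGASACs by cameraPR. Under the preset correlation of 0.05, the adjusted p was 7.8e-08 and 1.3e-05, whereas the call of the cycle was lost when cameraPR ranked fold changes before shrinkage in place of test statistics, an alternative chosen after the data were seen (adjusted p = 0.069). Glycolysis was not called: 3 of 20 genes were higher and 6 were lower in the authors' deposited table, among them LDHA, lactate dehydrogenase A, with -1.77 (adjusted p = 1.9e-14), and the adjusted p of the list was 0.474.

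**Figure D1:**
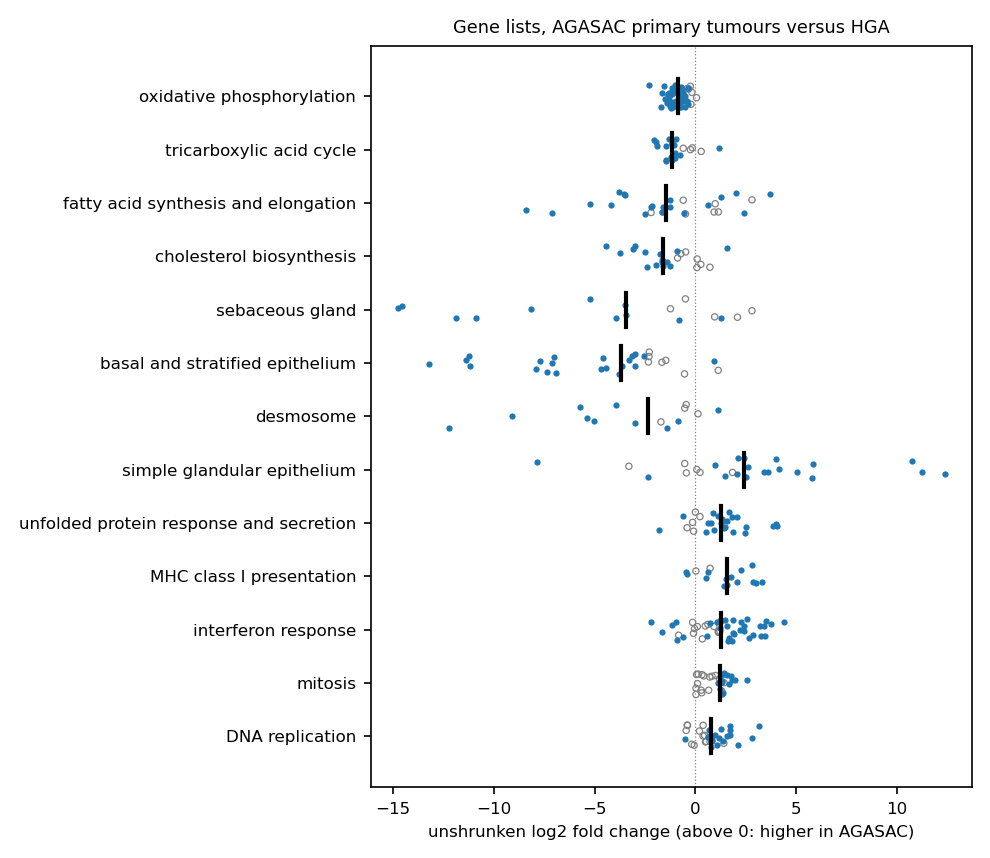
Log2 fold changes before shrinkage of the measured members of 13 gene lists in the authors' deposited table, AGASAC primary tumours versus HGAs, with values above 0 for higher expression in AGASACs. Each point is a gene, filled at an adjusted p under 0.05, and the black bar is the median, which is -0.88 for oxidative phosphorylation and 2.40 for simple glandular epithelium.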

Higher ratios were visible in two hallmarks: “sustaining angiogenesis” (p_adj_: 0.32, ratio: 1.34) and “resisting cell death” (p_adj_: 0.32, ratio: 1.11). See S8 Table for the full output.

Using the MSigDB [47,48] hallmark gene sets, we performed gene set enrichment analyses and identified nine significantly enriched terms in the AGASAC gene set (Fig 3A) and fourteen in the HGA gene set (Fig 3B). See S9 Table for the full output.

The nine terms enriched in the AGASAC gene set encompassed “IFN-γ response” (p_adj_: 4.06e-8), “IFN-α response” (p_adj_: 4.73e-6), “TNF-α signalling via NF-κB” (p_adj_: 8.9e-5), “G2/M checkpoint” (p_adj_: 7.66e-4), “androgen response” (p_adj_: 3.39e-3), “apoptosis” (p_adj_: 0.038), “E2F targets” (p_adj_: 0.041), “oestrogen response, early” (p_adj_: 0.041), and “IL6/JAK/STAT signalling” (p_adj_: 0.047).

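Interferon-induced genes were higher in AGASACs as a list, whereas genes of NF-κB signalling went both ways. Of 45 genes of the interferon response, 26 were higher in AGASACs, 6 were lower and 13 did not pass the test in the authors' deposited table, with the same numbers when adjusted over the list alone. IFIT2 and IFIT3, which bind viral RNA, had log2 fold changes of 3.78 (adjusted p = 5.4e-17) and 4.40 (adjusted p = 1.2e-15), and STAT2, a transcription factor downstream of the type I interferon receptor, had 1.57 (adjusted p = 8.1e-23) in the authors' deposited table. The list was higher in AGASACs by cameraPR (median log2 fold change 1.3, adjusted p = 1.2e-04, and 0.0131 under the stricter preset). Of 29 genes of NF-κB and TNF signalling, 10 were higher and 5 were lower in the authors' deposited table, as when adjusted over the list alone. TNFAIP2 had 4.19 (adjusted p = 1.5e-19), whereas NFKBIA, the inhibitor of NF-κB, had -2.09 (adjusted p = 4.9e-14) and SOD2 had -1.71 in the authors' deposited table. That list was not called (adjusted p = 0.407). The MSigDB gene sets themselves were not tested here.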

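Lists of lipid genes and adipocytes were lower in AGASACs than in HGAs, while some members of each went the other way. Of 23 genes of cholesterol biosynthesis, 15 were lower in AGASACs and 1 was higher in the authors' deposited table (16 and 1 when adjusted over the list alone). The lower ones included FDFT1, the squalene synthase gene, with a log2 fold change of -3.12 (adjusted p = 7.3e-35) in the authors' deposited table, and the higher one was SREBF2, the transcription factor that induces this pathway, with 1.57. Among 28 genes of fatty acid synthesis and elongation, 16 were lower and 5 were higher in the authors' deposited table, as when adjusted over the list alone. ACSL1 had -7.10 (adjusted p = 3.1e-65), ELOVL5 had -8.39 (adjusted p = 2.1e-59) and SCD had -5.23 (adjusted p = 2.1e-51) in the authors' deposited table. Mitochondrial fatty acid oxidation counted 13 lower and 7 higher genes of 21, and peroxisomes 17 and 2 of 31, in the authors' deposited table, with the same numbers when adjusted over the list alone. Examples in the authors' deposited table are ACAD9, an acyl-CoA dehydrogenase, with -2.72 (adjusted p = 2.3e-53), and SCP2, a sterol carrier protein of peroxisomes, with -2.02 (adjusted p = 3.5e-39). For adipocytes, 7 of 12 markers were lower and 2 were higher in the authors' deposited table (2 higher and 8 lower when adjusted over the list alone), among them LPL, lipoprotein lipase, with -4.37, and FABP4, a fatty acid-binding protein, with -3.96. By cameraPR, the lists were lower in AGASACs with an adjusted p of 6.2e-07 for cholesterol biosynthesis, 1.9e-07 for fatty acid synthesis and elongation, 2.3e-04 for mitochondrial fatty acid oxidation, 1.4e-04 for peroxisomes and 5.6e-04 for adipocytes. These lists remained past the threshold under the stricter preset, with an adjusted p of at most 0.00874. With shrunken fold changes in place of test statistics, the calls of mitochondrial fatty acid oxidation and peroxisomes were lost (adjusted p = 0.096 and 0.129), as they were with fold changes before shrinkage (adjusted p = 0.149 and 0.101), an alternative chosen after the data were seen.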

The fourteen terms enriched in the HGA gene set comprised “adipogenesis” (p_adj_: 1.13e-20), “oxidative phosphorylation” (p_adj_: 1.32e-16), “cholesterol homeostasis” (p_adj_: 7.8e-10), “fatty acid metabolism” (p_adj_: 7.8e-10), “mTORC1 signalling” (p_adj_: 4.55e-5), “oestrogen response, early” (p_adj_: 9.98e-5), “oestrogen response, late” (p_adj_: 5.23e-4), “p53 pathway” (p_adj_: 1.1e-3), “peroxisome” (p_adj_: 1.19e-3), “glycolysis” (p_adj_: 2e-3), “bile acid metabolism” (p_adj_: 2.57e-3), “androgen response” (p_adj_: 0.031), “reactive oxygen species pathway” (p_adj_: 0.035), and “hypoxia” (p_adj_: 0.048).

Both gene sets showed significant enrichment of the “androgen response” and “oestrogen response, early”. 

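Genes of sex steroid signalling went both ways between the tumours. Of 19 measured genes for sex steroid receptors, their targets and steroid enzymes, 4 were higher in AGASACs, 10 were lower and 5 did not pass the test in the authors' deposited table, as when adjusted over the list alone. The higher ones included AZGP1, a secreted glycoprotein known as an androgen target, with a log2 fold change of 4.80 (adjusted p = 1.7e-16) in the authors' deposited table. SRD5A1, which converts testosterone to dihydrotestosterone, was lower with -4.65 (adjusted p = 6.8e-26) in the authors' deposited table. The list was lower in AGASACs by cameraPR (median -1.50, adjusted p = 0.0351), and this call was lost under the stricter preset (adjusted p = 0.122). It was also lost against random lists matched on mean count (adjusted p = 0.0927). The same held with fold changes before shrinkage in place of test statistics, an alternative chosen after the data were seen (adjusted p = 0.0603).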

“Androgen response” was enriched stronger in the AGASAC gene set, while “oestrogen response, early” was more prominently enriched in the HGA gene set.

### Analysis of the hallmarks of cancer using nCounter^®^ identifies differences in immune landscapes between the AGASAC and HGA

We increased the number of AGASAC primary tumour samples from 15 to 28 to identify possible transcriptomic reasons for the higher variation of samples that was implied in the PCA plot on the RNA-Seq data. One of these AGASAC primary tumours (a3.1) also had a corresponding lymph node metastasis sample (a3.2).

Analysis again revealed a clear grouping of the two primary tumour sample groups in both the PCA plot and heatmap. The PCA plot showed a clear clustering of the two sample groups (Fig 4A), with most of the discrimination occurring along PC1. The eigenvalues of the first two PCs accounted for 58% of the variance in gene expression (PC1: 42%; PC2: 16%).

The heatmap of each sample’s gene expression profile likewise clearly separated the sample groups into three clusters (Fig 4B). Fifteen AGASAC samples clustered separately, while thirteen AGASAC samples clustered more closely with the twelve HGA samples.

By using the “pathway scoring module” in nSolver^TM^ (see section 2.5), each sample’s gene expression profile linked to a hallmark of cancer was condensed into a single hallmark score. The heatmap of the hallmark scores presented a different clustering of the samples (Fig 5) compared to the heatmap of the gene expression profiles. Nevertheless, the two tumour types still formed distinct clusters, although one HGA sample (h29) clustered with AGASAC cluster 3.

**Fig 3:**
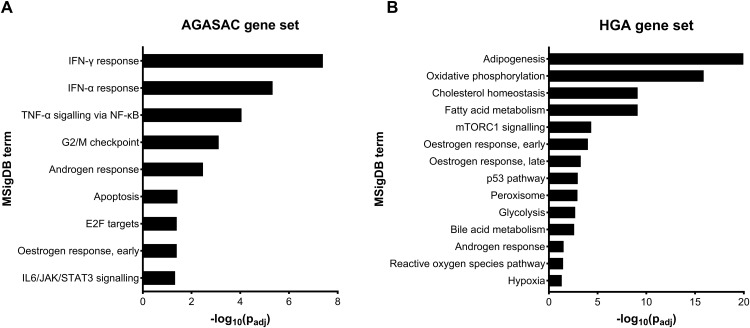
Significantly enriched Molecular Signature Database (MSigDB) terms. Gene set enrichment analysis results from cancerhallmarks.com for the **(A)** AGASAC gene set (n = 2,235) and **(B)** HGA gene set (n = 1,398) compared to the 50 MSigDB hallmark gene sets. AGASAC, apocrine gland anal sac adenocarcinoma; HGA, hepatoid gland adenoma; p_adj_, adjusted p-value.

**Fig 4:**
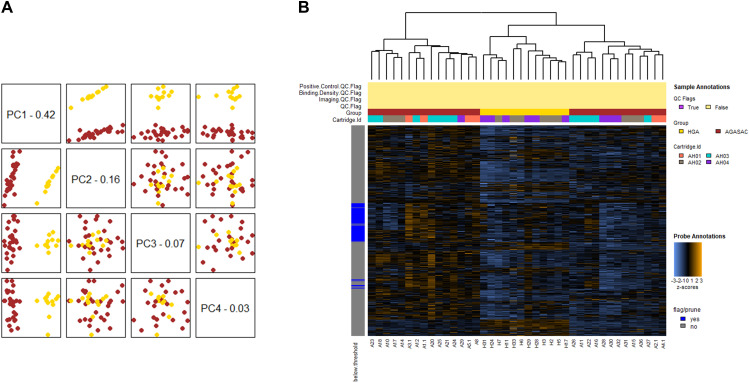
Gene expression data from nSolver^®^. **(A)** Principal component analysis (PCA) plot of the 40 primary tumour samples analysed with the nSolver^®^ Canine IO Panel. The HGA samples are represented by yellow dots, the AGASAC samples by red dots. **(B)** Heatmap of each sample’s full gene expression profile. H, hepatoid gland adenoma; A, apocrine gland anal sac adenocarcinoma; PC, principal component; QC, quality control; Id, identification.

**Fig 5:**
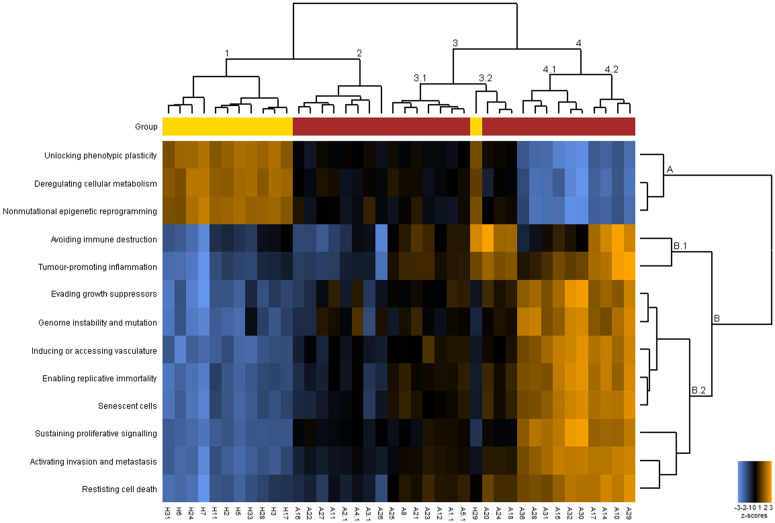
Heatmap of hallmark scores. The “pathway scoring module” in nSolver^TM^ generated this heatmap based on the data from the Canine IO Panel. The HGA samples are yellow, while the AGASAC samples are red. Blue, low scores; orange, high scores. Numbers in the dendrogram represent sample cluster identification, while letters denote hallmark clusters.

All HGA samples exhibited high hallmark scores for “unlocking phenotypic plasticity”, “deregulating cellular energetics”, and “nonmutational epigenetic reprogramming” compared with the AGASAC samples (hallmark cluster A). In contrast, a subset of AGASAC samples (10 samples making up cluster 4) showed low hallmark scores for these three hallmarks. These AGASAC samples however displayed high hallmark scores for a set of hallmarks: “evading growth suppressors”, “genome instability and mutation”, “inducing or accessing vasculature”, “enabling replicative immortality”, “senescent cells”, “sustaining proliferative signalling”, “activation invasion and metastasis”, and “resisting cell death” (hallmark cluster B.2), while the HGA samples did not. The remaining AGASAC samples (clusters 2 and 3) did not exhibit as strong hallmark scores in hallmark clusters A and B.2.

Interestingly, we observed greater variability of hallmark scores for “avoiding immune destruction” and “tumour-promoting inflammation” (hallmark cluster B.1). Most HGA samples and eight AGASAC samples (cluster 1) had a low hallmark score for this cluster. The HGA sample h29, however, had a high hallmark score for this cluster, together with two AGASAC sample clusters (cluster 3.2 with 3 samples and cluster 4.2 with 4 samples). Histologically, all of these samples exhibited abundant stromal lymphofollicular aggregates. While these are a common feature in AGASACs [45], their presence in the HGA sample h29 indicates chronic inflammation.

In the DGE analysis, 239 of the 830 genes on the Canine IO Panel showed significant differential expression between AGASAC and HGA samples (S10 Table). Of these, 145 genes were expressed higher and 93 lower in the AGASAC samples. A volcano plot displays these DEGs (Fig 6A).

**Fig 6:**
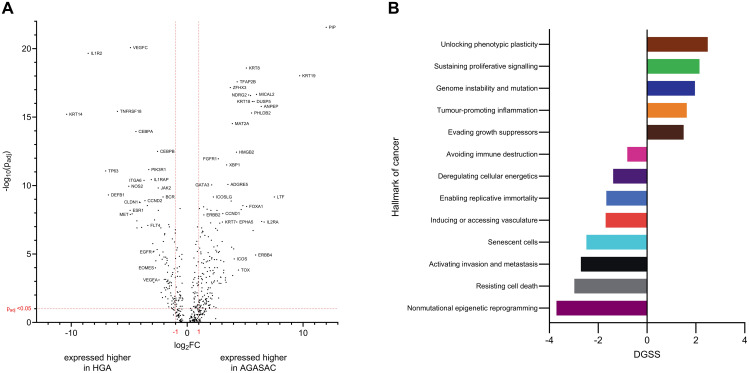
Differential gene expression data from nSolver^®^. **(A)** Volcano plot shows the differentially expressed genes calculated with nSolver^TM^ from the nCounter^®^ Canine IO Panel analysis. The apocrine gland anal sac adenocarcinoma (AGASAC) samples were compared to the hepatoid gland adenoma (HGA) samples. **(B)** The bar graph displays the directed global significance scores (DGSS) from the gene set analysis (GSA) module in nSolver^TM^ for the gene sets associated with thirteen hallmarks of cancer, comparing AGASAC primary tumour samples to the HGA baseline. The bar colours correspond to the colours used in Fig 1 of the most recent hallmarks of cancer publication [2]. FC, fold change.

Furthermore, we compared the top 20 significantly DEGs from both methods and found a very high concordance in their expression direction (Table 2). 

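The 20 genes of Table 2 moved in the same direction in both methods when the RNA-Seq fold change was taken before shrinkage. They were picked for their combined significance, and several of their probes were added to the panel from the RNA-Seq analysis. This choice favours agreement between the methods. TFAP2B, a transcription factor of the AP-2 family, had a log2 fold change of 3.96 (adjusted p = 1.4e-107) in the authors' deposited table and 4.32 on the panel. IL1R2, a decoy receptor for interleukin-1, had -9.62 in the authors' deposited table and -8.54 on the panel. TP63, a transcription factor of basal epithelial cells, had -7.01 (adjusted p = 4.7e-44) in the authors' deposited table and -7.03 on the panel. ANPEP and DUSP5 had 6.27 and 6.27 in the authors' deposited table, against 6.39 and 5.77 on the panel. The difference between the methods was at most 1 on the log2 scale for 16 of the 20 genes and reached 7.28 for KRT8, whose value on the panel was 5.11. The panel values are those of S10 Table.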

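CEBPB, a transcription factor of epithelial and fat cell differentiation, lies on chromosome 24 from 37285911 to 37287750 of UU_Cfam_GSD_1.0. Its fold change in the authors' deposited table was -3.03 before shrinkage (adjusted p = 3.5e-45), and its value on the panel was -2.56. CLDN1, a claudin of tight junctions, NCOA3, a coactivator of nuclear receptors, and ACAA2, a thiolase of fatty acid oxidation, also had a shrunken value of 0 in the authors' deposited table, with -4.53 (adjusted p = 4.0e-38), -3.68 (adjusted p = 8.7e-36) and -2.64 (adjusted p = 1.3e-28) before shrinkage. Among the 1402 genes at an adjusted p under 1e-10, 114 had a shrunken value of 0 in the authors' deposited table. The share of genes with a shrunken value of 0 was 2.82% among the genes with the smallest adjusted p, under 1e-30, and 66.2% among those from 0.001 to 0.05.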

Only one gene (CEBPB) exhibited an ambiguous expression direction, with a log_2_FC of 0 in the RNA-Seq data due to shrinkage performed in DESeq2. A very strong correlation based on the log_2_FC for all overlapping genes in both the nCounter^®^ Canine IO Panel and RNA-Seq was calculated (Pearson: 83.7%; Spearman: 74.5%). This correlation was stronger when applied to genes, which were significantly (p_adj_ < 0.05) differentially expressed in at least one method (Pearson: 85.5%; Spearman: 82.4%). 

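Across 629 genes with a value in both methods, the shrunken fold changes of the authors' deposited table and the panel fold changes of S10 Table had a Pearson correlation of 83.7% and a Spearman correlation of 84.9%. Both had a two-sided permutation p of 1e-05, the smallest that the permutations could give. The correlation runs across genes, which are not independent replicates, and the sequenced tumours were also measured on the panel, with RNA of the same extractions. Some probes had been added to the panel from the RNA-Seq analysis. The sign was the same for 544 genes, which is 86.5%. With the fold changes before shrinkage, an alternative chosen after the data were seen, the Pearson correlation was 91.8%. Of the panel genes at an adjusted p under 0.05 in RNA-Seq, 88 had a shrunken value of 0, and 87 of these had a panel fold change with the sign of the value before shrinkage. The exception was FGFR4, a fibroblast growth factor receptor named here after its values were seen, with -3.88 before shrinkage in the authors' deposited table and 0.92 on the panel.

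**Figure D2:**
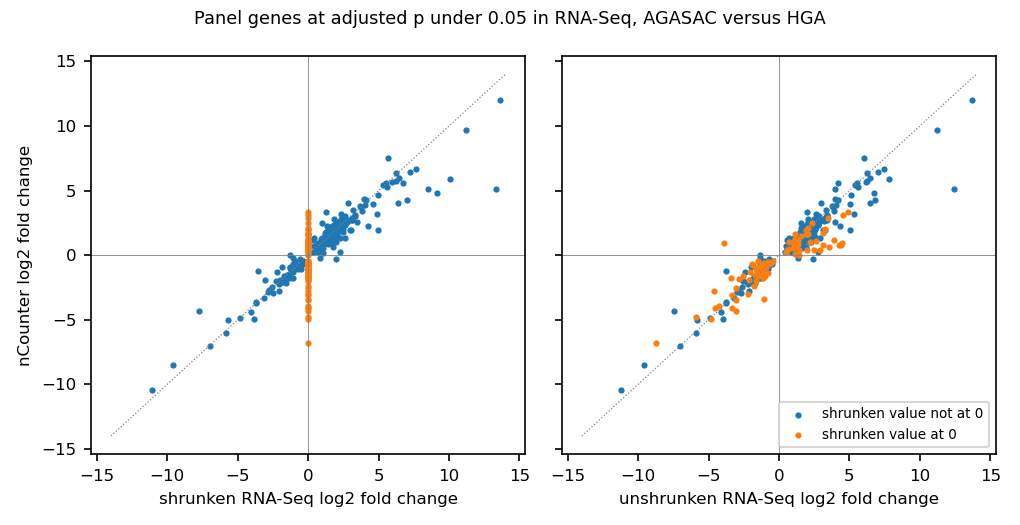
Log2 fold changes on the nCounter panel against those from RNA-Seq, after shrinkage (left) and before it (right), for panel genes at an adjusted p under 0.05 in RNA-Seq, with values above 0 for higher expression in AGASACs. Each point is a gene. The 88 genes with a shrunken value of 0 stand in a column on the left and 87 of them have the same sign in both methods on the right, and the dotted line marks equal values.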

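In the 371 genes at an adjusted p under 0.05 in at least 1 method, the Pearson correlation was 85.6% and the Spearman correlation 88%, each with the same smallest possible permutation p. The sign was shared by 357 of these genes (96.2%). KRT14, a keratin of basal cells, had -11.21 in the authors' deposited table and -10.40 on the panel, and ITGA6, an integrin of the basal membrane contact, had -3.78 and -3.72.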

A Jaccard coefficient of 58.3% for all overlapping significantly DEGs was calculated.

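ERBB3, a receptor of the epidermal growth factor family, and KIT, a receptor of mast cells and epithelial progenitors, were called higher in AGASACs by both methods, with 1.67 (adjusted p = 0.00168) and 2.08 (adjusted p = 0.00895) in the authors' deposited table and 1.65 and 2.29 on the panel. At the adjusted p and fold change thresholds of the study, 177 of the shared genes passed in RNA-Seq and 232 passed on the panel. Both methods called 152 genes, 109 higher and 43 lower in AGASACs and none in opposite directions, out of 257 called by either, a Jaccard index of 59.1% (95% Wilson interval 53% to 65%). Of the 80 genes called on the panel only, 39 were at an adjusted p under 0.05 in the authors' deposited table with a shrunken value of 0, and 37 of those had a fold change of at least 1 in size before shrinkage in the direction of the panel. A further 25 genes were called in RNA-Seq only. The paper states that the correlation over all overlapping genes was very strong and that the direction in the top genes was highly concordant.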

**Table 2:** Top 20 significantly differentially expressed genes (DEGs) common to both technologies.

Gene	RNA-Seq		nCounter^®^		Combined significance	Expression direction
	log_2_FC	p_adj_	log_2_FC	p_adj_		
TFAP2B*	3.9	1.37e-107	4.3	2.65e-18	108.3	consistent
PIP	13.6	2.49e-97	12	2.78e-22	99.0	consistent
KRT19*	11.2	1.52e-92	9.7	9.62e-19	93.6	consistent
IL1R2	−9.6	8.73e-79	−8.5	2.22e-20	80.5	consistent
MICAL2*	6.4	4.23e-71	6	2.20e-17	72.3	consistent
KRT8	13.3	6.25e-70	5.1	2.60e-19	71.7	consistent
MAT2A*	4.1	2.63e-70	3.9	3.01e-15	71.1	consistent
ST6GAL1	5.3	1.19e-67	5.5	2.69e-17	68.9	consistent
VEGFC	−4.8	4.50e-62	−4.9	8.49e-21	64.5	consistent
XBP1*	3.8	1.03e-60	3.4	3.12e-12	61.1	consistent
NDRG2*	5.6	5.28e-58	5.3	2.42e-17	59.6	consistent
ZFHX3*	3.8	1.68e-52	3.7	7.01e-18	54.5	consistent
PHLDB2*	5.5	1.24e-51	5.6	5.03e-16	53.2	consistent
ANPEP*	6.2	2.73e-50	6.4	1.68e-16	52.0	consistent
DUSP5*	6.2	2.19e-48	5.8	7.27e-17	50.3	consistent
KRT14	−11.1	1.63e-46	−10.4	6.26e-16	48.2	consistent
CEBPB	0	3.52e-45	−2.6	3.23e-13	46.2	ambiguous
TP63	−6.9	4.67e-44	−7	8.55e-12	44.7	consistent
CEBPA	−4.1	3.53e-39	−4.4	1.13e-14	40.9	consistent
ITGA6	−3.7	2.49e-38	−3.7	4.23e-11	39.0	consistent

Top 20 DEGs from both the nCounter^®^ Canine IO Panel with Panel Plus and RNA-Seq. The DEGs from nSolver^TM^ were merged and compared to those from DESeq2 with attention to the congruence of the log_2_FC direction. Ambiguous direction is identified via the rosé cell background. The combined significance was calculated based on the square root of sum of squares of -log_10_ of p-values. *, genes included on the Panel Plus; FC, fold change; p_adj_; adjusted p-value.

We then assessed the DEGs from the nCounter^®^ data within context of the hallmarks of cancer. Table 3 displays the number of DEGs per hallmark. Most absolute numbers were very similar between the higher and lower expressed group. However, two hallmarks showed a markedly different number of genes: “avoiding immune destruction” and “tumour-promoting inflammation”.

**Table 3:** Number of significantly differentially expressed genes per nCounter^®^ annotation based on the hallmarks of cancer.

Hallmark annotation (total number of genes)	Number of genes expressed higher in AGASACs than in HGAs	Number of genes expressed lower in AGASACs than in HGAs
Tumour-promoting inflammation (301)	68	35
Avoiding immune destruction (169)	35	17
Activating invasion and metastasis (151)	31	43
Evading growth suppressors (41)	10	5
Genome instability and mutation (42)	7	3
Deregulating cellular energetics (82)	9	14
Senescent cells (58)	11	7
Sustaining proliferative signalling (235)	50	43
Enabling replicative immortality (78)	14	11
Nonmutational epigenetic reprogramming (58)	11	9
Resisting cell death (114)	17	15
Unlocking phenotypic plasticity (119)	24	22
Inducing or accessing vasculature (65)	12	11

AGASACs, apocrine gland anal sac adenocarcinomas; HGAs, hepatoid gland adenomas.

We used the GSA module in nSolver^TM^ to further analyse the full differential expression analysis at the level of the hallmarks of cancer. The extent (strength and direction) of differential expression of each gene set was summarised using a directed global significance score (DGSS) from nSolver^TM^ (see section 2.5). The bar graph (Fig 6B) displays the DGSSs for the gene sets associated with thirteen hallmarks of cancer in the AGASAC primary tumours compared to the HGA baseline. No p-values are provided with these scores; thus, the statistical power is limited. Yet, the scores still can give an impression of differential expression of gene sets (see section 2.5), in this study’s context of the hallmarks of cancer.

Five hallmarks were scored higher in the AGASAC samples: “unlocking phenotypic plasticity” (2.49), “sustaining proliferative signalling” (2.15), “genome instability and mutation” (1.96), “tumour-promoting inflammation” (1.63), and “evading growth suppressors” (1.5). In contrast, eight hallmarks were scored higher in the HGA samples: “nonmutational epigenetic reprogramming” (−3.71), “resisting cell death” (−2.98), “activating invasion and metastasis” (−2.71), “senescent cells” (−2.47), “inducing or accessing vasculature” (−1.7), “enabling replicative immortality” (−1.67), “deregulating cellular energetics” (−1.39), and “avoiding immune destruction” (−0.82).

### Differences in particular genes of interest seen in tumour immune landscape, proliferation, and angiogenesis

We selected genes of interest to elucidate whether differential gene expression was evident in genes which are crucial and familiar in the context of cancer biology. Individual genes were chosen based on their key representative roles in the hallmarks of cancer with the full knowledge that this was not an exhaustive list and that single genes are often involved in multiple hallmarks. 

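MET, the receptor of hepatocyte growth factor, and CDKN2B, an inhibitor of cyclin-dependent kinases, are among the genes of interest that S11 Table lists for the panel in HGAs. In the authors' deposited table they had log2 fold changes of -4.83 (adjusted p = 1.9e-08) and -3.02 (adjusted p = 4.1e-14) before shrinkage, and shrunken values of 0. Of the 23 genes that this list gives as higher in HGAs in the panel only, 16 were at an adjusted p under 0.05 with a shrunken value of 0 in the authors' deposited table, and before shrinkage 14 of them were lower in AGASACs by at least 1 and 1 was higher by at least 1. The corresponding numbers for AGASACs were 7 of 28 genes, and 7 of them were higher in AGASACs by at least 1 in the authors' deposited table. Of the 562 genes given as not differentially expressed, 139 were at an adjusted p under 0.05 in the authors' deposited table, of which 83 had a shrunken value of 0. Before shrinkage, 30 of the latter were higher in AGASACs by at least 1 and 37 were lower by at least 1, among them KRT5 and KRT17, keratins of basal cells, with -7.91 (adjusted p = 1.3e-13) and -7.70 (adjusted p = 1.4e-12) in the authors' deposited table. MET, CDKN2B, KRT5 and KRT17 were named after their values were seen.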

The full list can be found in S11 Table. As the Canine IO Panel with Panel Plus only included 820 genes, many genes of interest could only be found in the RNA-Seq data. Some of these findings are further discussed below.

### A comparison between AGASAC primary tumours and their lymph node metastases reveals little transcriptomic differences

Lastly, we evaluated transcriptomic differences between AGASAC primary tumours and their lymph node macrometastases by conducting a separate analysis of the RNA-Seq and nCounter^®^ data. 

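The comparison with metastases covered 4 AGASAC primary tumours and the lymph node metastases of the same dogs, sequenced and counted as described for the other tumours. For 23206 genes, the authors' deposited table gives the result of a DESeq2 fit with the dog as a term, and positive fold changes stand for higher expression in the primary tumour. Values per sample were not used here for this comparison, so that depth and spread of its samples are not given. The gene lists described above were tested again with these p-values and signs, over 18671 gene symbols with an adjusted p-value. The adjusted p of a list treats its genes as nearly independent and does not measure how the list varies between dogs. At an unadjusted p under 0.05 there were 470 genes, and at an adjusted p under 0.05 there were 12, in the authors' deposited table. The shrunken fold change was 0 to within 2.6e-05 in 4 of the latter. Those genes are MYL1 and MYH8, genes of the contractile apparatus of skeletal muscle, and SPOCK2 and SPINK8, which encode a matrix proteoglycan and a protease inhibitor.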

We applied DESeq2 with a paired design model correcting for patient specific effects on the gene expression data (intra-patient correction) and compared the four AGASAC primary tumours (a.1.1, a2.1, a4.1, a5.1) with their corresponding lymph node metastases (a.1.2, a2.2, a4.2, a5.2) analysed with RNA-Seq (S12 Table). This analysis identified only six significantly DEGs that were higher expressed in the primary tumours: ACTA1, NEB, OGN, POSTN, MYL11, and SLN. In contrast, one DEG (IGF2) was higher expressed in the metastases.

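The lists of skeletal muscle genes and of fibroblasts and matrix were higher in the primary tumours than in the metastases, although few of their members passed the test singly. ACTA1, the actin of skeletal muscle, lies on chromosome 4 from 10212935 to 10215761 of UU_Cfam_GSD_1.0 and had a log2 fold change of 8.40 before and 8.62 after shrinkage (standard error 0.82, adjusted p = 1.2e-28) in the authors' deposited table. NEB, the giant thin filament protein nebulin, had 4.88 (adjusted p = 5.2e-06), MYLPF, a fast myosin light chain listed by the paper as MYL11, had 3.45 (adjusted p = 0.0183), and SLN, a regulator of the calcium pump of muscle, had 6.20 (adjusted p = 0.0183) in the authors' deposited table. OGN and POSTN, proteins of the extracellular matrix, had 2.77 (adjusted p = 8.0e-04) and 1.79 (adjusted p = 0.00514) in the authors' deposited table. An uncharacterised gene, LOC100688842, also passed both thresholds with 3.62 (adjusted p = 0.0498) in the authors' deposited table, and MYL1 and MYH8 had 8.24 and 6.03 before shrinkage. As a list, 6 of 45 skeletal muscle genes were higher in the authors' deposited table (18 when adjusted over the list alone), 0 were lower, and 42 had a fold change above 0 (median 3.45, cameraPR adjusted p = 3.8e-49, and 2.9e-22 under the stricter preset). For fibroblasts and matrix, 2 of 30 genes were higher in the authors' deposited table (3 when adjusted over the list alone) and 30 had a fold change above 0 (median 0.69, adjusted p = 8.6e-17). Smooth muscle genes did not pass as a list (10 of 16 above 0, adjusted p = 0.106).

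**Figure D3:**
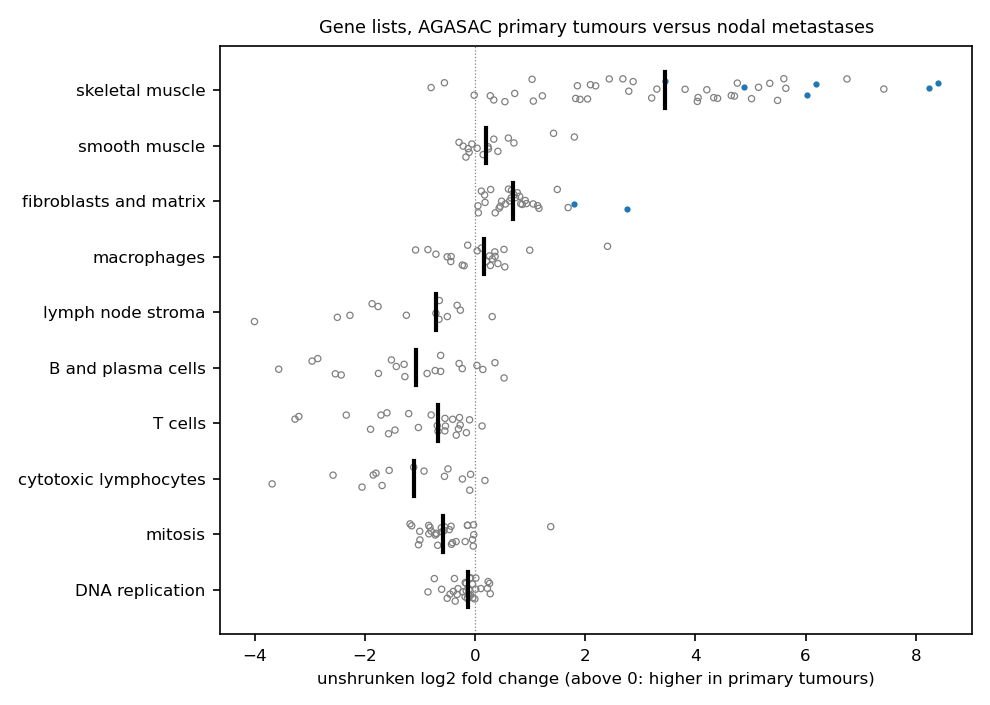
Log2 fold changes before shrinkage of the measured members of 10 gene lists in the authors' deposited table, AGASAC primary tumours versus nodal metastases, with values above 0 for higher expression in the primary tumours. Each point is a gene, filled at an adjusted p under 0.05, and the black bar is the median, which is 3.45 for skeletal muscle and -0.68 for T cells.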

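IGF2, insulin-like growth factor 2, lies on chromosome 18 from 46751952 to 46766988 of UU_Cfam_GSD_1.0. In the authors' deposited table, its mean normalised count over the primary tumours and metastases was 158, and its log2 fold change was -1.84 before and -1.69 after shrinkage (standard error 0.37, adjusted p = 8.0e-04). SPOCK2 and SPINK8 were lower in the primary tumours as well, with -1.61 (adjusted p = 0.034) and -0.73 (adjusted p = 0.038) before shrinkage in the authors' deposited table. Lists of lymphoid genes were lower in the primary tumours, and hence higher in the metastases, although no member passed the test over all genes. Of 24 T-cell genes, 23 had a fold change below 0 in the authors' deposited table, among them the T-cell receptor component CD3G with -1.60 (unadjusted p = 0.00262, adjusted p = 0.748), and none passed when adjusted over the list alone (cameraPR adjusted p = 2.2e-06, and 6.7e-04 under the stricter preset). Of 13 genes of lymph node stroma, 12 were below 0 in the authors' deposited table, and 4 passed when adjusted over the list alone (cameraPR adjusted p = 7.1e-11). For B and plasma cells, 16 of 20 genes were below 0 in the authors' deposited table, among them PAX5, a transcription factor of B cells, with -3.56 (unadjusted p = 0.00708), and the adjusted p of the list was 1.3e-04, a call that was lost among genes with a mean normalised count of at least 10 (adjusted p = 0.143).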

We separately analysed the five sample pairs analysed with nCounter^®^ – including the same samples as above plus a3.1 and a3.2 – using nSolver^TM^. 

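Directions of gene lists on the panel were counted without a test. Of 16 T-cell genes on the panel, 11 had higher values in the metastases in S13 Table (median log2 fold change -0.68), and 15 of the same genes did in RNA-Seq before shrinkage. Of 17 interferon genes, 15 had higher values in the metastases on the panel and 14 in RNA-Seq. All 6 genes of fibroblasts and matrix had higher values in the primary tumours in both methods. Macrophage genes had higher values in the primary tumours for 14 of 16 genes on the panel. Genes of cytotoxic lymphocytes (9 of 12), MHC class II presentation (8 of 10), NF-κB and TNF signalling (14 of 16) and mitosis (3 of 3) mostly had higher values in the metastases on the panel. The methods differed for B and plasma cells, with 2 of 5 genes higher in the metastases on the panel (median 0.18) and 4 in RNA-Seq, and for checkpoints and exhaustion, with 6 of 15 (median 0.00727) and 10. In S13 Table, 0 panel genes were at an adjusted p under 0.05 and 23 at an unadjusted p under 0.05 by nSolver. Across 582 genes measured by both methods, the fold changes before shrinkage and those of the panel had a Pearson correlation of 53.3% and a Spearman correlation of 48.2% (permutation p = 1e-05, the smallest possible), across genes that are not independent replicates.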

Unlike DESeq2, the nSolver^TM^ analysis did not identify any significantly DEGs (S13 Table).

## Discussion

The transcriptomic profiles of the two most common, yet biologically very different canine perianal tumours revealed differences in several aspects and genes associated with the hallmarks of cancer. Overall, these two tumours could clearly be distinguished from one another in several aspects, which reflect clinical and microscopic observations. Data analyses revealed that this was not only due to their different biological behaviours, but also likely due to non-tumour related characteristics such as the cell types of origin and their modes of secretion.

Interestingly, very close clustering of the HGA samples was revealed, indicating very similar transcriptional processes among the individual tumours tested. In this manner, the HGAs seemed more homogenous than the AGASACs.

On the other hand, other transcriptomic differences were not as strong as expected for two tumour entities with vastly distinct clinical and metastatic behaviours. Surprisingly, neither the gene expression data nor the DGE analyses clearly revealed an over-representation of the “activating invasion and metastasis” hallmark or of particular genes typically linked to metastasis in the AGASAC gene set. Thus, a general transcriptomic separation between benign and malignant behaviour seemed not as clear-cut in this particular comparison and warrants a closer look at specific gene sets related to the hallmarks of cancer and individual genes of interest.

### Over-representation and gene set enrichment analyses point toward strong differences in cell metabolism in the HGA, while the AGASAC displays enrichment of immune-related terms

Surprisingly, no hallmarks were significantly over-represented in the AGASAC gene set. Stronger distributions of gene sets per hallmark may allude to underlying biological differences in “sustaining proliferative signalling”, “replicative immortality”, “evading immune evasion”, “tumour-promoting inflammation”, and “tissue invasion and metastasis”. These may have become more apparent if the gene list used as a comparison would have been based on canine cancer studies, which are lacking on a molecular level, or with a larger sample size.

In the HGA gene set, only “reprogramming energy metabolism” was significantly over-represented. This also fits well to the MSigDB results. Stronger distributions of gene sets per hallmark may allude to underlying biological differences in “resisting cell death” and “sustaining angiogenesis”.

Gene set enrichment analysis on the basis of the MSigDB hallmark gene sets, however, revealed more significant differences in the transcriptomic landscapes of the compared tumours. The AGASAC gene set exhibited a strong enrichment of immune-related pathways indicative of activation of innate and adaptive immune responses, as well as inflammatory and proliferative signalling. Specifically, activation of IFN-γ (type II) and IFA-α (type I) interferon responses are associated with increased antigen presentation (via MHC-I), immunosurveillance, and recruitment of cytotoxic lymphocytes [49]. Similarly, TNF-α and IL6/JAK/STAT signalling indicate inflammatory and pro-survival (immune escape) pathways, which are implicated in cancer-associated chronic inflammation, immune cell infiltration, and potential resistance to apoptosis [50]. NF-κB activation is typical of inflammatory carcinomas, where it promotes tumour survival, EMT, and resistance to apoptosis [51]. In the context of the AGASAC, these data point toward a “hot” tumour immune phenotype with enriched terms compatible with pro-inflammatory signalling, immune infiltration, and chronic inflammation. In many epithelial cancers, a strong interferon signature suggests ongoing immune recognition [52]. The enrichment of cell cycle regulation-related terms (G2/M checkpoint, E2F targets) imply proliferative capacity, cell cycle dysregulation with loss of checkpoint control and E2F-driven progression and genomic instability, underscoring AGASAC’s malignant character. Additionally, the enrichment of androgen and oestrogen response terms suggest some degree of hormone receptor activity. 

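Genes of mitosis and DNA replication were higher in AGASACs than in HGAs as lists. Of 30 mitotic genes, 14 were higher in AGASACs, 0 were lower and 16 did not pass the test in the authors' deposited table (15 higher when adjusted over the list alone). AURKB, a kinase of chromosome segregation, had a log2 fold change of 1.98 (adjusted p = 1.0e-08), and CDC20, an activator of the anaphase-promoting complex, had 1.80 (adjusted p = 7.9e-05) in the authors' deposited table, whereas FOXM1, a transcription factor of the cell cycle, had 0.03 (adjusted p = 0.959). Of 32 genes of DNA replication, 17 were higher and 1 was lower in the authors' deposited table (19 and 1 when adjusted over the list alone). MCM6, a subunit of the replicative helicase, had 1.59 (adjusted p = 9.2e-10) and CDT1, which loads that helicase, had 3.16 (adjusted p = 1.8e-06) in the authors' deposited table. The adjusted p from cameraPR was 0.0187 for mitosis (median 1.22) and 0.0114 for DNA replication (median 0.77). Both calls were lost under the stricter preset, with an adjusted p of 0.118 and 0.0986. They were also lost with shrunken fold changes in place of test statistics (adjusted p = 0.605 and 0.345). The same held with fold changes before shrinkage, an alternative chosen after the data were seen (adjusted p = 0.0982 and 0.156). Mitosis was lost with Fisher's exact test of the genes past the thresholds as well (adjusted p = 0.149).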

The enrichment of apoptosis may indicate stress-induced apoptotic pressure, likely due to immune activation.

The HGA gene set was dominated by terms related to metabolic specialization and differentiation. These included adipogenesis, oxidative phosphorylation, cholesterol homeostasis, fatty acid metabolism, and peroxisome, indicating a more differentiated, less malignant phenotype. mTORC1 signalling, p53 pathway, and glycolysis point towards more nutrient-sensing, cellular stress responses, lipid biosynthesis, and energetic adaptation, which support cell growth. These enriched terms fit to the well-differentiated, metabolically active HGA with limited immune activation, typical of “cold” tumours. Specifically, these terms suit the lipogenic, sebaceous/holocrine secretory nature of the hepatoid cells. 

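Genes of the sebaceous gland and of lipid droplets were lower in AGASACs, and hence higher in HGAs, as lists. Of 16 measured sebaceous genes, 10 were lower in AGASACs, 1 was higher and 5 did not pass the test in the authors' deposited table (3 higher and 10 lower when adjusted over the list alone). KRT79 had a log2 fold change of -14.77 (adjusted p = 1.9e-78) and HAO2 had -11.89 (adjusted p = 6.6e-56) before shrinkage in the authors' deposited table. Of 28 genes of lipid droplets and triglyceride storage, 14 were lower and 4 were higher in the authors' deposited table (7 higher and 15 lower when adjusted over the list alone). CIDEC, which fuses lipid droplets, had -9.49 (adjusted p = 5.7e-57), and DGAT2, which makes triglycerides, had -5.69 (adjusted p = 1.2e-24) in the authors' deposited table. By cameraPR the adjusted p was 2.3e-13 for the sebaceous gland (median -3.45) and 3.3e-04 for lipid droplets (median -1.10), both lower in AGASACs, and the call of lipid droplets was lost when cameraPR was run on ranks (adjusted p = 0.0718). From the metabolic terms enriched in the HGA gene set, the paper reasons that HGAs are more differentiated and metabolically active, and states that the terms suit the secretion of hepatoid cells.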

The oestrogen response terms are enriched stronger in the HGA gene set, reflecting the suggested hormone-dependant physiology of perianal glands and tumours [53,54]. Enrichment of the p53 pathway suggests an intact cell-cycle restraint. Finally, glycolysis, ROS pathway, and hypoxia reflect an increased metabolic flexibility and hypoxic stress. Together, these terms suggest that HGAs heavily rely on altered lipid synthesis, as well as oxidative phosphorylation to meet their energetic and biosynthetic demands for proliferation. However, the observed enrichment of lipid metabolism pathways could also be supported by the holocrine secretion mode of hepatoid glands, which involves the release of lipid-rich cellular contents upon cell lysis. This intrinsic physiological characteristic of the original tissue may predispose these tumours to leverage lipid metabolic pathways for growth and survival, potentially explaining the revealed distinct metabolic signature.

Thus, gene set enrichment analyses revealed distinct transcriptomic landscapes in AGASACs and HGAs, strongly suggesting fundamentally different underlying biological mechanisms driving these two canine tumours.

However, some challenges to this transcriptomic picture were brought forth by the DGSS from nSolver^TM^. Here, the hallmarks “activating invasion and metastasis” and “avoiding immune destruction” were scored in favour of the HGA samples. The surprisingly higher DGSS for “activating invasion and metastasis” clearly contradicts the opposite biological behaviour commonly observed in this entity. This observation is likely due to the fact that the nSolver^®^ gene panel only included 820 genes, compared to 27,493 captured with RNA-Seq. A bias based on the genes represented on the panel is probable, which likely skewed the picture.

Additionally, the discrepancies are possibly due to the fact that the annotation file provided by NanoString is not in itself an ontological database, only based on these. However, these databases are subject to updates and have a human focus. In this context it is important to note that orthologous genes do not always retain identical function across species. A gene may play a specific role in humans that differs in dogs [55]. Such divergence can complicate the interpretation of enrichment results. This highlights the need to carefully consider species-specific gene functions when drawing biological conclusions from cross-species analyses. Other hallmarks are also far better understood on a molecular level and conserved between species, i.e., “sustaining proliferative signalling” in comparison to others, such as “activating invasion and metastasis”.

### Potential implications of the top 20 differentially expressed genes

We examined the top 20 DEGs from RNA-Seq in the context of their potential roles in tumour progression. 

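ARHGEF40 lies on chromosome 15 from 18285662 to 18304080 of UU_Cfam_GSD_1.0. It was higher in AGASACs, with a log2 fold change of 5.11 (shrunken 5.09, standard error 0.21, adjusted p = 3.5e-129) and a mean normalised count of 469 in the authors' deposited table. The HGAs h2, h24 and h28 had 32.9, 25.5 and 26.9 normalised counts.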

Newly observed in the AGASAC is the high expression of ARHGEF40, which promotes malignant behaviour through RhoA-mediated activation of the AKT-Wnt/β-catenin pathway by enhancing proliferation and invasion. It is also associated with lymph node metastasis [56]. This many underpin AGASAC’s invasiveness and lymphatic spread. TFAP2B over-expression similarly points to enhanced angiogenesis, as it inhibits apoptosis through modulating ERK/p38, MAPK, and VEGF pathways [57]. 

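Keratins and other genes of simple glandular epithelium were higher in AGASACs, and those of basal and stratified epithelium were lower. Of 25 genes of simple glandular epithelium, 17 were higher, 2 were lower and 6 did not pass the test in the authors' deposited table, as when adjusted over the list alone. Beside KRT19 and KRT8, the list includes SPDEF, a transcription factor of secretory cells, with a log2 fold change of 10.77 (adjusted p = 2.3e-52), and CLDN7, a claudin, with 5.81 (adjusted p = 1.5e-49), in the authors' deposited table. Of 28 genes of basal and stratified epithelium, 20 were lower, 1 was higher and 7 did not pass in the authors' deposited table (1 higher and 24 lower when adjusted over the list alone), and LGALS7B, a galectin of stratified epithelium, had -11.41 (adjusted p = 5.7e-48). By cameraPR the adjusted p was 2.8e-09 for simple glandular epithelium and 5.8e-16 for basal and stratified epithelium (median -3.70), and 1.7e-05 and 1.0e-08 under the stricter preset.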

Beyond confirming epithelial differentiation, elevated KRT19 and KRT8 expression extend previous findings [58,59] by indicating their potential diagnostic utility for AGASACs. For the first time in this context, SEMA3C and MICAL2 appear as candidate mediators of tumour angiogenesis [60] and actin cytoskeleton dynamics with an effect on epithelial-mesenchymal transition (EMT) and invasion [61,62], respectively. This may imply coordinated regulation of invasion and vascular remodelling. In contrast, high expression of FRZB, a Wnt antagonist related to decreased invasiveness and inhibition of Met signalling [63], and NDRG2, a metastasis suppressor [64], are both associated with reduced tumour aggressiveness in other cancers. This finding suggests distinct regulatory dynamics in AGASAC biology regarding these two genes. Additionally, high expression of MAT2A, which is linked to redox balance in proliferating cells [65], and XBP1, which mediates unfolded protein response [66], highlights adaptation to metabolic and stress responses. 

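SEMA3C, a secreted semaphorin, lies on chromosome 18 from 20737406 to 20919731 of UU_Cfam_GSD_1.0 and was higher in AGASACs, with a log2 fold change of 7.66 (shrunken 7.61, standard error 0.42, adjusted p = 2.7e-72) in the authors' deposited table. MICAL2, an oxidoreductase that disassembles actin filaments, was higher with 6.48 (shrunken 6.44, adjusted p = 4.2e-71) in the authors' deposited table. In the HGAs h2, h24 and h28, SEMA3C had 2.49, 17.2 and 64.2 normalised counts, and MICAL2 had 7.48, 6.65 and 19.1. Of 20 genes listed for mesenchymal transition, 3 were higher in AGASACs and 5 were lower in the authors' deposited table, as when adjusted over the list alone. FN1, fibronectin, had 2.75 (adjusted p = 4.1e-06) and the matrix metalloproteinase gene MMP14 had -2.31 (adjusted p = 1.6e-22) in the authors' deposited table, and the list was not called (adjusted p = 0.372).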

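FRZB, a secreted antagonist of Wnt proteins, and NDRG2, which was described as a metastasis suppressor, were higher in AGASACs. Their log2 fold changes in the authors' deposited table were 5.37 (shrunken 5.33, adjusted p = 7.3e-61) and 5.62 (shrunken 5.58, adjusted p = 5.3e-58). On the panel, NDRG2 had 5.31. In the HGAs h2, h24 and h28, FRZB had 6.99, 12.2 and 8.67 normalised counts and NDRG2 had 31.4, 61.5 and 32.1.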

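XBP1, the transcription factor that drives the unfolded protein response, lies on chromosome 26 from 22572658 to 22578379 of UU_Cfam_GSD_1.0 and was higher in AGASACs, with a log2 fold change of 3.87 (adjusted p = 1.0e-60) in the authors' deposited table and 3.41 on the panel. MAT2A, which makes the methyl donor S-adenosylmethionine, was higher with 4.08 (adjusted p = 2.6e-70) in the authors' deposited table and 3.90 on the panel. Of 28 genes of the unfolded protein response and of secretion, 21 were higher in AGASACs, 2 were lower and 5 did not pass the test in the authors' deposited table, as when adjusted over the list alone. CREB3L2 and CREB3L4, transcription factors of secretory cells, had 4.02 (adjusted p = 2.5e-46) and 4.06 (adjusted p = 5.4e-20), and HYOU1, a chaperone of the endoplasmic reticulum, had 1.89 (adjusted p = 9.0e-17) in the authors' deposited table. The list was higher in AGASACs by cameraPR (median 1.30, adjusted p = 7.6e-09, and 4.2e-05 under the stricter preset), and the call was lost with fold changes before shrinkage in place of test statistics, an alternative chosen after the data were seen (adjusted p = 0.0519).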

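ST6GAL1, which adds sialic acid to glycoproteins, and FUT2, which adds fucose, were higher in AGASACs. The log2 fold change of ST6GAL1 was 5.36 (shrunken 5.32, adjusted p = 1.2e-67) and that of FUT2 was 7.33 (shrunken 7.28, adjusted p = 1.3e-69) in the authors' deposited table. On the panel, ST6GAL1 had 5.47. ST6GAL1 had 71.9, 36.6 and 33 normalised counts in the HGAs h2, h24 and h28, and FUT2 had 0.499, 3.32 and 2.6.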

ST6GAL1 and FUT2 alter cell surface glycosylation patterns, potentially affecting cell adhesion, metastasis, or immune evasion. GCGC encodes for the glucagon receptor with an unclear oncogenic role in AGASACs. Summarizing, these findings suggest AGASAC progression involves Wnt-AKT activation (via ARHGEF40), TFAP2B, and SEMA3C-driven angiogenesis, as well as MICAL2-mediated invasion.

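ARHGAP25, which inactivates the GTPase Rac, lies on chromosome 10 from 68895976 to 68988211 of UU_Cfam_GSD_1.0. It was lower in AGASACs, with a log2 fold change of -5.08 (shrunken -5.05, standard error 0.26, adjusted p = 1.1e-80) in the authors' deposited table. The HGAs h2, h24 and h28 had 287, 268 and 309.6 normalised counts.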

Among the genes lowly expressed in the AGASACs but higher expressed in the HGAs, ARHGAP25 is notable as it negatively regulates cell migration and invasion. It is down-regulated in osteosarcoma and other solid tumours [67]; lower expression in the AGASACs aligns well to this observation. SCARB1 is involved in lipid metabolism [68]. Together with CIDEA, likewise associated with lipid droplet regulation [69], both are likely associated with the holocrine secretion mode of HGAs. 

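SCARB1, a receptor for high-density lipoprotein that takes up cholesterol esters, lies on chromosome 26 from 5260548 to 5347101 of UU_Cfam_GSD_1.0. It was lower in AGASACs, with a log2 fold change of -5.51 (shrunken -5.49, adjusted p = 3.8e-105) in the authors' deposited table, and the HGAs h2, h24 and h28 had 8013, 4634 and 4148 normalised counts. CIDEA had a shrunken fold change of -15.58 (standard error 1.36) and a mean normalised count of 1908 in the authors' deposited table.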

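VEGFC, a growth factor of lymphatic and blood vessels, lies on chromosome 16 from 53925224 to 54029839 of UU_Cfam_GSD_1.0. It was lower in AGASACs, with a log2 fold change of -4.87 (adjusted p = 4.5e-62) in the authors' deposited table and -4.90 on the panel. IL1R2 was lower as well, with a shrunken fold change of -9.56 (standard error 0.50, adjusted p = 8.7e-79) in the authors' deposited table. In the HGAs h2, h24 and h28, VEGFC had 255, 213 and 281 normalised counts and IL1R2 had 3135, 3182 and 3617.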

Interestingly, our data newly suggest that differential expression of both IL1R2 and VEGFC may mark distinct angiogenic programmes in this tumour. HGAs seem to retain a more IL1R2/VEGFC-driven vascular signature. Mechanistically, intracellular IL1R2 complexes with c-Fos to upregulate IL6 and VEGFA, thus promoting endothelial cell proliferation [70]. VEGFC also correlates with tumour vascularization. Lower DSG1 expression, together with reduced KRT79, supports loss of epithelial cell adhesion, compatible with EMT in AGASACs. 

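DSG1, a cadherin of desmosomes, lies on chromosome 7 from 58137415 to 58170337 of UU_Cfam_GSD_1.0 and was lower in AGASACs, with a log2 fold change of -12.24 before shrinkage (adjusted p = 5.8e-74) in the authors' deposited table. Of 14 genes of the desmosome, 9 were lower, 1 was higher and 4 did not pass the test in the authors' deposited table (1 higher and 10 lower when adjusted over the list alone). DSG3 and PERP, a membrane protein needed for desmosomes, had -9.12 (adjusted p = 4.0e-37) and -3.95 (adjusted p = 2.2e-34) in the authors' deposited table. The list was lower in AGASACs by cameraPR (median -2.35, adjusted p = 1.3e-07, and 2.4e-05 under the stricter preset).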

ZNF365 is involved in DNA repair and genome stability [71]. TRIM29 has a role in ubiquitination signalling [72]. With context-dependent roles in cancer, following genes can act both anti- or pro-tumourigenic: CLMP functions as a tumour suppressor in colorectal cancer [73]. SPINK2 inhibits EMT, cell migration and invasion, urokinase-type plasminogen activator signalling [74]. Low SPINK2 expression correlates with aggressive disease in testicular cancer [75]. LGALS7B has a role in cell adhesion, protease inhibition, and immune regulation [76]. Collectively, these patterns emphasize the AGASACs diverge from HGA by attenuating multiple adhesion, lipid metabolism, and putative tumour-suppressor pathways, keeping in line with their more aggressive clinical behaviour.

### Discriminating immune landscape and metastasis-associated gene expression is evident in the AGASAC

Previous immunohistochemical studies have shown that AGASACs express PD-L1 and intra-tumour as well as peri-tumour CD3+ lymphocytes express PD-1 with some variability [28]. Corresponding data has demonstrated that PD-L1 expression negatively affected survival of dogs treated solely with surgery. PD-L1 expression has been shown in 95% of examined AGASACs. Pilot studies using monoclonal antibodies targeting PD-1 in a dog with oral adenocarcinoma [77] and PD-L1 in dogs with oral melanoma or undifferentiated sarcomas [78,79] have demonstrated promising clinical regression. In our data, PDCD1 (PD-1) was significantly differently expressed, while CD274 (PD-L1) was not. However, other genes involved in T-cell exhaustion were expressed higher in the AGASAC samples as well, namely TOX, LAG3, IDO1, CYBB (NOX2), CTLA4, HAVCR2 (TIM-3), ENTPD1, and ADORA2A. Thus, AGASAC seems like a promising tumour to investigate treatment with immune checkpoint inhibitors.

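PDCD1, the inhibitory receptor PD-1 of T cells, was higher in AGASACs, with a log2 fold change of 5.04 (shrunken 4.95, adjusted p = 2.9e-10) and a mean normalised count of 9.25 in the authors' deposited table. For CD274, the ligand of that receptor, the authors' deposited table gives 1.72 (adjusted p = 0.0567) at a mean normalised count of 5.19. On the panel, PDCD1 had 1.92 and CD274 had 0.55. The HGAs h2, h24 and h28 had 1.5, 0 and 0.867 normalised counts of PDCD1 and 0.499, 1.11 and 1.73 of CD274.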

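LAG3, an inhibitory receptor of T cells, and CYBB, a subunit of the phagocyte oxidase, were higher in AGASACs, with log2 fold changes of 5.29 (adjusted p = 2.3e-06) and 1.60 (adjusted p = 6.7e-05) in the authors' deposited table. IDO1, which degrades tryptophan, had 3.46 before shrinkage (adjusted p = 9.1e-04) and a shrunken value of 0 in the authors' deposited table. CTLA4 and ENTPD1 had 2.32 (adjusted p = 0.0967) and 1.24 (adjusted p = 0.0804), and the adenosine receptor gene ADORA2A had -1.29 (adjusted p = 0.416), in the authors' deposited table. TOX, a transcription factor of exhausted T cells, had 5.44 and no p-value, and HAVCR2 had -0.15 at a mean normalised count of 0.226 and no adjusted p, in the authors' deposited table. On the panel, ADORA2A had 1.31, HAVCR2 had 1.04 and TOX had 4.43. Of 20 genes of checkpoints and exhaustion, 5 were higher, 6 were lower and 9 did not pass the test in the authors' deposited table (6 higher and 6 lower when adjusted over the list alone), and the list was not called by cameraPR (adjusted p = 0.94). The lower ones include VSIR, an inhibitory ligand of T cells, and VTCN1, with -2.82 (adjusted p = 1.7e-08) and -4.95 (adjusted p = 5.3e-09) before shrinkage in the authors' deposited table.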

Further thought should be given to trying to establish an “Immunoscore” for inflamed tumours in veterinary medicine [80–82]. This could be linked to prognosis and treatment options for different canine tumours. The AGASAC is a potential candidate for characterising the *in-situ* cell infiltrate, as there is enrichment of pathways related to antigen presentation. However, the AGASAC samples did not homogenously exhibit the same degree of immune response, as established by the subgrouping in the nCounter^®^ data analysis. Specifically, the lymphocyte populations infiltrating the core of the tumour and the invasive margin of AGASACs should be investigated separately, including type, functional orientation, location, and density. A previous study had characterised the density and distribution of immune cell infiltrates [83] and found that T-cells and macrophages were the most abundant. Tumours with metastasis had significantly higher numbers of macrophages, while those without metastasis had significantly higher numbers of T-cells. This suggests that increased T-cell infiltration may be protective against metastasis and tumour progression, whereas increased macrophage infiltration may promote it.

In this context, some AGASACs exhibited features compatible with the “hot” or “immune inflamed” immune contexture, while the HGA is consistent with “cold” or “immune desert” landscape on the tumour immunity continuum [80]. 

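Lists of antigen presentation genes were higher in AGASACs than in HGAs. Of 16 genes of MHC class I presentation, 12 were higher, 2 were lower and 2 did not pass the test in the authors' deposited table (13 higher and 2 lower when adjusted over the list alone). PSMB9, a subunit of the immunoproteasome, had a log2 fold change of 3.01 (adjusted p = 1.8e-16), and TAP1, a peptide transporter, had 2.84 (adjusted p = 3.2e-13) in the authors' deposited table. For MHC class II, 10 of 14 genes were higher and 1 was lower in the authors' deposited table (11 higher and 1 lower when adjusted over the list alone), among them CD74, the invariant chain, with 2.76 (adjusted p = 2.7e-10), and DLA-DQB1, a canine class II gene, with 2.63 (adjusted p = 6.0e-09). By cameraPR both lists were higher in AGASACs, with an adjusted p of 1.8e-04 for class I (median 1.55) and 0.00201 for class II (median 2.1), and of 0.004 and 0.0135 under the stricter preset. The class II call was lost with shrunken fold changes in place of test statistics (adjusted p = 0.078), and both calls were lost with fold changes before shrinkage (adjusted p = 0.0539 each), an alternative chosen after the data were seen. Canine MHC genes are closely related to each other, so that they may share reads and the value of each is uncertain.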

The AGASACs showed increased expression of genes related to antigen presentation, such as the canine MHC-I and -II genes. Additionally, genes indicative of cytotoxic activity, such as CTSW, GZMA, GZMB, and CD8B were higher expressed. Conversely, the HGAs exhibited higher expression of the immunosuppressive gene NT5E (CD73), as well as genes related to hypoxia, such as HIF1A, NOS2, NOS3, VEGFs, and PDGFs and enriched fatty acid metabolism pathways, as well as low MHC-I.

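The granzyme genes GZMA and GZMB had log2 fold changes of 3.24 (adjusted p = 0.00444) and 4.53 (adjusted p = 6.4e-05) before shrinkage and shrunken values of 0 in the authors' deposited table, at mean normalised counts of 8.06 and 2.92. CTSW, a cathepsin of cytotoxic cells, had 2.07 (adjusted p = 0.0251), and CD8B, a coreceptor of cytotoxic T cells, had 1.24 (adjusted p = 0.0568) in the authors' deposited table, against 3.30 for CD8B on the panel. Of 13 genes of cytotoxic lymphocytes, 7 were higher in AGASACs, 1 was lower and 5 did not pass the test in the authors' deposited table (9 higher and 1 lower when adjusted over the list alone), and the list was not called (cameraPR adjusted p = 0.0925). T-cell genes were higher as a list, with 7 higher and 0 lower of 24 in the authors' deposited table, as when adjusted over the list alone. ICOS, a costimulatory receptor, had 6.43 (adjusted p = 6.4e-09), and IL2RA, a subunit of the interleukin-2 receptor, had 7.43 (adjusted p = 2.8e-07) in the authors' deposited table. The adjusted p of the T-cell list was 0.0334 (median 1.44), and the call was lost under the stricter preset (adjusted p = 0.126). It was also lost with shrunken fold changes in place of test statistics (adjusted p = 0.0515) and with Fisher's exact test (adjusted p = 0.149).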

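HIF1A, the oxygen-regulated transcription factor, NOS2 and NOS3, synthases of nitric oxide, and NT5E were lower in AGASACs, and hence higher in HGAs. Their log2 fold changes in the authors' deposited table were -2.19 (adjusted p = 7.9e-12), -5.84 (adjusted p = 1.6e-15), -1.90 (adjusted p = 9.2e-04) and -1.66 (adjusted p = 0.00142). VEGFB had -3.16 (adjusted p = 3.1e-16), whereas VEGFA had -0.34 before shrinkage and a shrunken value of -2.37 (adjusted p = 0.473) in the authors' deposited table. PDGFA and PDGFD were lower in AGASACs with -1.55 (adjusted p = 9.2e-05) and -1.52 (adjusted p = 8.4e-05), and PDGFC was higher with 2.62 (adjusted p = 9.4e-06) in the authors' deposited table. Of 24 genes of the hypoxia response, 9 were lower and 3 were higher in the authors' deposited table (4 higher and 9 lower when adjusted over the list alone), among them PDK1, which inhibits pyruvate dehydrogenase, with -2.71 (adjusted p = 7.9e-14). The hypoxia list was lower in AGASACs by cameraPR (median -0.46, adjusted p = 0.0253), and the call was lost under the stricter preset (adjusted p = 0.118). It was also lost with shrunken fold changes in place of test statistics (adjusted p = 0.17) and at a mean count of at least 10 (adjusted p = 0.0511). The same held with fold changes before shrinkage, an alternative chosen after the data were seen (adjusted p = 0.11).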

Among the two compared tumours, only the AGASAC metastasises readily and early to the locoregional lymph nodes [84]. Identifying specific genes that initiate metastasis has however proven difficult to impossible, as a complex evolution with diverse processes lead to dissemination. Oncogenic pathways that drive tumour metastasis are often associated with acquiring a stemness phenotype [85]. Three well-known, metastasis-associated genes however were differentially expressed in this tumour comparison, with EPCAM and CD24 higher expressed in the AGASAC samples and CD44 higher expressed in the HGA samples. EPCAM is often highly expressed in epithelial cancers and their metastases, and serves as a prognostic marker. It is involved in the regulation of cell adhesion, proliferation, migration, stemness, and EMT of carcinoma cells [86,87]. 

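EPCAM, the epithelial cell adhesion molecule, lies on chromosome 10 from 50540181 to 50553474 of UU_Cfam_GSD_1.0. It was higher in AGASACs, with a log2 fold change of 1.50 (shrunken 1.44, standard error 0.21, adjusted p = 6.8e-12) in the authors' deposited table. Its transcripts were present in HGAs too, with 1473, 1297 and 1296 normalised counts in h2, h24 and h28.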

Fittingly, EPCAM was expressed higher in the AGASAC samples and may thus be considered a biomarker for this tumour in dogs. The relationship of expression between the adhesion molecules CD44 and CD24 has been intensely researched, with contradicting data on prognostic significance and influence on gaining stemness and metastatic potential. A CD44^+^/CD24^–^ phenotype is generally linked to cancer stem-like cells, associated with high grade and lymph node infiltration, however in canine mammary tumours the opposite has been shown. In canine mammary tumours, the CD44^+^/CD24^–^ phenotype was associated with a better overall survival and the CD44^–^/CD24^+^ and CD24^+^ phenotype was associated with poor prognosis, high grade, and metastasis [88]. 

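CD44, a receptor for hyaluronan, had a log2 fold change of -1.60 before shrinkage (adjusted p = 0.00425) and a shrunken value of 0 in the authors' deposited table, and -1.97 on the panel. CD24, a glycoprotein of the cell surface, was higher in AGASACs, with 2.07 (shrunken 1.74, adjusted p = 4.9e-04) in the authors' deposited table. In the HGAs h2, h24 and h28, CD44 had 189, 51.5 and 134 normalised counts and CD24 had 15.5, 159.6 and 101.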

In our tumour comparison, CD44 was expressed higher in the benign HGA and CD24 was expressed higher in the malignant AGASAC, consistent with the observation that CD44-low/CD24-high tumours have a poorer prognosis in dogs.

### Little difference between the AGASAC primary tumours and their nodal metastases

The comparison between AGASAC primary tumours and their lymph node metastases revealed a pair-wise close clustering of all primary tumours with their corresponding metastasis, indicating little transcriptomic differences. This was further substantiated by the presence of only six higher expressed genes in the primary tumour samples analysed with RNA-Seq. These included ACTA1, NEB, OGN, POSTN, MYLPF, and SLN. 

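Genes of mitosis were lower in the primary tumours than in the metastases as a list. This call rests on 4 pairs of tumours, and genes of a list that move together are not independent replicates. Of 30 mitotic genes, 29 had a fold change below 0 in the authors' deposited table, among them TOP2A, a topoisomerase of dividing cells, with -0.79 (unadjusted p = 0.00778, adjusted p = 1), and none passed when adjusted over the list alone (median -0.58, cameraPR adjusted p = 4.8e-10, and 1.8e-05 under the stricter preset). The lists of lymph node stroma and of B and plasma cells, described above, were lower in the same comparison, with medians of -0.71 and -1.07 in the authors' deposited table. DNA replication was not called (adjusted p = 0.0851). The epithelial genes EPCAM, KRT8 and KRT19 had log2 fold changes of 0.00, -0.04 and -0.06 (unadjusted p = 0.993, 0.878 and 0.736) in the authors' deposited table. As a list, however, 16 of 23 genes of simple glandular epithelium were below 0 and 7 were above 0 in the authors' deposited table. That list was just short of a call (cameraPR adjusted p = 0.055, and 0.0101 at the lowest over its alternatives). An equal share of epithelial cells in both groups is therefore not shown. From the pairwise clustering and the small number of differentially expressed genes, the paper reasons that the transcriptomes of primary tumours and metastases differ little.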

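POSTN, periostin, lies on chromosome 25 from 3231130 to 3272726 of UU_Cfam_GSD_1.0. In the authors' deposited table its shrunken fold change between primary tumours and metastases was 1.61 (standard error 0.41), at a mean normalised count of 314. Between AGASACs and HGAs, the authors' deposited table gives POSTN a fold change of 1.14 before shrinkage (adjusted p = 0.012) and a shrunken value of 0. In the HGAs h2, h24 and h28, POSTN had 73.4, 63.2 and 108 normalised counts.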

POSTN especially stands out, as it is involved in supporting motility and migration of epithelial cells, invasion, proliferation, and EMT. Over-expression is reported in several types of cancer, most frequently in the stroma or extracellular matrix of tumours and is linked to poor prognosis [89–92]. Thus, POSTN might be involved in metastatic dissemination of AGASAC cells. OGN has been implicated in diverse, often contradicting functions associated with neoplasia. Studies implicate OGN with anti-tumour effects, such as inhibition of cell proliferation and invasiveness, as well as reversal of EMT, while others report a correlation with EMT signature and poor prognosis and tumour promoting effects [93–95]. 

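Beside ACTA1, NEB, MYLPF, SLN, MYL1 and MYH8, the list of skeletal muscle genes holds 39 members that did not pass the test between primary tumours and metastases over all genes. Of these, 36 had a fold change above 0 in the authors' deposited table, 32 had at least 1 and 15 were at an unadjusted p under 0.05 (median 2.87). Against HGAs, 28 of 45 skeletal muscle genes were higher in AGASAC primary tumours and 0 were lower in the authors' deposited table (32 higher and 0 lower when adjusted over the list alone), among them TTN, titin, with a log2 fold change of 6.42 (adjusted p = 3.8e-11), and MYL1, a myosin light chain, with 8.57 (adjusted p = 1.4e-11). The list was higher in AGASACs by cameraPR (median 3.33, adjusted p = 4.1e-06, and 0.004 under the stricter preset). The primary tumours of the paired comparison are also part of the comparison with HGAs.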

The other four genes are related to skeletal muscle cells, but we can exclude significant muscle contamination in our samples based on our histological observations. IGF2 was found higher expressed in the nodal metastasis samples. Higher expression of IGF2 has been linked to metastatic progression and immune evasion. IGF2 helps establish a supportive stromal and vascular environment in lymph nodes. Specifically, IGF2 reprograms distant sites by recruiting immunosuppressive myeloid cells and remodelling the extracellular matrix, creating a favourable environment for circulating tumour cells, creating a pre-metastatic niche [96]. IGF2 also activates the CXCL5/CXCR2 axis**,** thereby attracting cancer cells to metastatic sites [97]. 

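CXCR2, a chemokine receptor of neutrophils, had a log2 fold change of 0.65 (unadjusted p = 0.747, adjusted p = 1) between primary tumours and metastases in the authors' deposited table, at a mean normalised count of 2.16. Of 10 measured genes of neutrophils and mast cells, 7 had a fold change below 0 in the authors' deposited table, among them S100A12, a calcium-binding protein of neutrophils, with -3.21 (unadjusted p = 7.2e-04), and 1 passed when adjusted over the list alone. The list was lower in the primary tumours by cameraPR (adjusted p = 0.0073, and 0.0334 under the stricter preset), and the call was lost on ranks (adjusted p = 0.183).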

CXCR2 however was not differentially expressed and CXCL5 is not annotated in the canine genome. M2-like tumour-associated macrophages [96] and cancer-associated fibroblasts [98] in the tumour microenvironment (TME) secrete IGF2, which suppress cytotoxic T-cell activity. This aligns with the observation that metastatic AGASACs show lower T-cell and higher macrophage infiltration, a pattern linked to IGF2-driven immune evasion [83]. Interestingly, a previous study comparing the gene expression landscape of primary AGASACs that did or did not metastasise failed to identify a subset of the genes that could predict metastatic behaviour [99].

Surprisingly, terms related to angiogenesis were not clearly enriched in either of the two tumour entities. However, angiogenesis-specific genes of interest, especially the VEGF and VEGFR genes, were expressed higher in the HGA samples (S11 Table) and a trend was visible in the HGA gene set (Fig 4B). 

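As a list, genes of blood endothelium were lower in AGASACs, and hence higher in HGAs, whereas angiogenic factors went both ways. Of 22 endothelial genes, 17 were lower in AGASACs and 2 were higher in the authors' deposited table (2 higher and 18 lower when adjusted over the list alone). ENG, endoglin, and the endothelial receptor gene TIE1 had log2 fold changes of -1.93 (adjusted p = 8.8e-08) and -1.88 (adjusted p = 1.7e-06), whereas CLEC14A, an endothelial lectin, had 4.13 (adjusted p = 2.6e-15), in the authors' deposited table. The list was lower by cameraPR (median -1.37, adjusted p = 0.00274, and 0.0287 under the stricter preset), and the call was lost with shrunken fold changes in place of test statistics (adjusted p = 0.576) and, in an alternative chosen after the data were seen, with fold changes before shrinkage (adjusted p = 0.0536). Of 22 angiogenic factors, 9 were lower and 5 were higher in the authors' deposited table, as when adjusted over the list alone, and the list was not called (median -1.09, adjusted p = 0.0803). All 7 measured genes of the VEGF ligands and receptors had a fold change below 0 in the authors' deposited table, and 5 of them passed the test.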

Associating this information with the histologic characteristics of these tumours reveals some interesting observations. Necrosis is seldomly seen in HGAs, even at larger tumour sizes. Additionally, the interlobular stroma is usually rich in blood vessels [84]. Conversely, necrosis is much more common in AGASACs and lymphatic metastatic spread is far more frequent than the haematogenous route [8,10]. This might explain the preponderance of angiogenic factors in the HGA samples. Furthermore, HIF1A, NOS2, and NOS3 were higher expressed in the HGA samples, indicating that mechanisms against hypoxia are activated in the HGA.

### Few genes could be used for diagnostic purposes

A small selection of genes can likely diagnostically differentiate these two entities and could be used in a clinical or pathologic bench-top test. Prolactin-inducible protein (PIP) was one of the most DEGs and high expression was found in the AGASACs, with only few reads in the HGAs (Table 1). PIP can seemingly be used alone to differentiate AGASAC from HGA. As a marker for apocrine secretion [100], PIP is seemingly not lost in malignant transformation of the apocrine epithelium of the canine anal sac and is also present in nodal metastases. Interestingly, PIP has been proposed as a biomarker for nodal micrometastases in human breast cancer [101], linked to immune regulation and cell cycle progression [102]. Specifically, PIP is required for the progression through the G1 phase, mitosis, and cytokinesis in cells of three breast cancer subtypes with an enrichment of genes associated with cell cycle genes, such as CCND1, CCNB1, BUB1, and FOXM1 [102]. 

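CCND1 and CDK3, which drive entry into the cell cycle, and CDK1, which drives entry into mitosis, were higher in AGASACs. CCND1 had a log2 fold change of 3.41 (shrunken 3.35, adjusted p = 1.7e-23) at a mean normalised count of 1239 in the authors' deposited table. CDK1 and CDK3 had 1.66 (adjusted p = 0.00409) and 4.67 (adjusted p = 3.4e-25) in the authors' deposited table. In the HGAs h2, h24 and h28, CCND1 had 270.5, 126 and 261 normalised counts.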

CCND1 was also expressed higher in the AGASAC samples, together with CDK1 and CDK3. Although higher PIP expression has been associated with better prognosis during early breast cancer development, its role in enhancing metastatic spread seems paradoxical [103,104]. Interestingly, PIP exerts an immunoregulatory role in immune response-evoking breast cancers [105]. PIP-expressing breast tumours exhibit higher percentages of NK cells and reduced numbers of Th2 cells in the tumour environment [104]. Additionally, PIP is a regulator of CD4+ Th1-cell-mediated immunity with pro-inflammatory cytokine production [106,107]. Infiltrating lymphocytes, both in the stroma and between the tumour cells is a common finding both in AGASACs and some forms of human breast cancer, making PIP an interesting candidate for further investigations.

### Consideration of methodological aspects and limitations

Both methods clearly separated the transcriptomic landscapes of the two tumours with overall similar results of DGE. However, the data on enriched gene sets differed in certain aspects. Especially the focussed approach on specific genes with the nCounter^®^ panel may have skewed the picture through a limited perspective of only 820 pre-selected genes.

As a second methodological limitation, the innate biological differences of the cells (i.e., the apocrine versus holocrine modes of secretion), may have obscured the elucidation of specific processes such as immuno-oncologic activity and energy metabolism.

Another restriction to our study relates to the aspect of inter- and intra-tumour heterogeneity [108,109], as whole cross sections of entire solid tumours or segments thereof were utilised for RNA extraction. Thus, RNA from different tumour cell subpopulations and cells of the TME were analysed in bulk (bulk sequencing). Regionally different transcriptional profiles within the same tumour could thus not be identified in this approach. Tumour heterogeneity may therefore have caused some of the unclear or surprising results of our study.

Unfortunately, no rigorous medical history or clinical follow-up data were available for most of the employed samples and despite trying to gather data on survival time or recurrence, most clinicians we contacted were unable to offer such information. Thus, our gene signatures or groupings could not be correlated with clinical profiles of individual tumours in meaningful numbers.

Finally, further restrictions to our study relate to bioinformatic and gene set enrichment aspects. Although the canine genome is overall well annotated, some gene annotations are still incomplete, as we found for the glucose transporter (GLUT1–4), death receptors, and TRAIL receptor genes. This incompleteness stems mainly from the fact that despite recent advances and improved reference genome assemblies, functional annotations are lacking or under-characterised. Annotation efforts are ongoing, with large-scale projects working to fill gaps by integrating transcriptomic and epigenomic data across diverse tissues and breeds. Until these efforts achieve more comprehensive coverage, gaps in gene annotation can impact the interpretation of gene function in disease and cancer context [110]. Certain pathways and genes of interest could thus likely not be fully considered and were missing for the gene set enrichment analyses. Further, the gene annotation sources used for the nSolver^TM^ annotation file, such as KEGG, GO, and Reactome, are based on human or murine genetics and may not be fully transferable to the dog [111,112]. The same is true about the gene list compiled for cancerhallmarks.com [46].

## Conclusion

In summary, our transcriptomic landscaping of two clinically highly contrasting canine tumours of unlike cells of origin revealed differences relating to the hallmarks of cancer. These mirrored both discrepancies in their biological behaviours as well as cell types of origin. However, benign versus malignant tumour behaviour and even more specific properties such as invasion and metastasis and angiogenesis could not be recapitulated and the over-expression analysis did not display as strong differences as expected. Some of our findings, particularly those with therapeutic potential, should be followed up using approaches with more spatial or cell-type-specific resolution, such as spatial omics or scRNA-Seq, optimally accompanied by more clinical patient data. To improve the robustness and reproducibility of our findings, the establishment of veterinary cancer biobanks that curate well-annotated, high-quality samples linked to detailed clinical metadata are crucial. This need should be reiterated, despite the numerous challenges involved. Similar to initiatives like The Cancer Genome Atlas (TCGA) in human oncology, organising these resources into lager and separate cohorts for learning, testing, and validation could significantly enhance the identification of consistent molecular signatures and biomarkers in veterinary cancers, especially the AGASAC.

## Supporting information

S1 Table Tissue sample information including Gene Expression Omnibus (GEO) accessions.

S2 Table RNA quality data.

S3 Table Key parameters used in the transcriptome analysis software.

S4 Table List of Panel Plus gene probes.

S5 Table Annotation file based on the hallmarks of cancer for the nSolver^TM^ 4.0 with Advanced Analysis 2.0 software used in this study with the nCounter^®^ Canine IO Panel with a 30 gene Panel Plus. (CSV)

S6 Table Mapping of hallmarks of cancer annotations to whole transcriptome analysis (WTA) annotations by NanoString’s gene curation team.

S7 Table Differential gene expression (DGE) data from DESeq2 for the comparison AGASAC primary tumours versus HGAs.

S8 Table Data from the over-representation analysis based on the hallmarks of cancer from cancerhallmarks.com.

S9 Table Data from the gene set enrichment analysis based on the MSigDB hallmarks gene set from cancerhallmarks.com.

S10 Table Differential gene expression (DGE) data from nSolver^TM^ 4.0 with Advanced Analysis 2.0 for the comparison AGASAC primary tumours versus HGAs.

S11 Table List of genes of interest separated by significant differential expression in either the data from RNA-Seq or nCounter^®^, or from both methods.

S12 Table Differential expression analysis data from DESeq2 for the comparison AGASAC primary tumours versus nodal metastases.

S13 Table Differential gene expression (DGE) data from the nSolver^TM^ 4.0 with Advanced Analysis 2.0 for the comparison AGASAC primary tumours versus nodal metastases.

# Supplementary material for: Extremes on the benign-malignant tumour spectrum: Distinct transcriptomic landscapes between two common canine perianal neoplasms based on the hallmarks of cancer
**Source:** PLoS One. 2026 Jun 22;21(6):e0351773. doi: 10.1371/journal.pone.0351773
**Supplement:** S11 Table

**Table S11**. **Genes of interest (GOIs) in the context of the hallmarks of cancer.**

GOIs are separated based on their significant (p_adj_ < 0.05) differential gene expression (DGE) either in the hepatoid gland adenoma (HGA) with a log_2_FC < -1 or in the apocrine gland anal sac adenocarcinoma (AGASAC) primary tumours with a log_2_FC > 1 and in which method (both, RNA-Seq, or nCounter^®^) this was evident in.

How the deposited data were processed for this re-analysis (not part of the article)

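RNA was sequenced from formalin-fixed tumours of dogs with QuantSeq, which yields reads from the 3' end of polyadenylated transcripts. The study compared 11 AGASAC primary tumours with 10 HGAs, and 4 AGASAC primary tumours with lymph node metastases of the same dogs. The deposited series used here lists 6 libraries, 2 technical replicates each of the HGAs h2, h24 and h28, and the DV200 of these libraries lay between 65.6% and 72.8%.

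The authors trimmed reads with Cutadapt 1.18, aligned them with STAR 2.7.11b to UU_Cfam_GSD_1.0 and counted them with featureCounts 2.0.1, dividing reads that align to several places, with the 3' UTRs extended by 2 kb. The deposited counts per gene of h2, h24 and h28 are whole numbers that the authors summed over 3 technical replicates of each tumour. The deposited normalised counts, a signal per gene, are these counts after the authors divided them by DESeq2 size factors, and the mean normalised count is their mean over the libraries of the authors' fit. In the comparison with HGAs, the mean normalised count also runs over 4 nodal metastases. The log2 fold changes were made by the authors with DESeq2 1.28.0, before and after shrinkage with apeglm, and deposited with the standard error of the shrunken value. The p-values were made by the authors with the Wald test of DESeq2 and adjusted by them with the Benjamini-Hochberg procedure, and genes that the authors' filter removed have no adjusted p-value. The paired comparison with metastases had a term for the dog in the authors' fit.

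The comparison values of both deposited tables and the pooled columns of h2, h24 and h28 were used. The other 44 columns with values per sample of the first table and all 16 of the second belong to libraries outside the series and were left out, so that no model was fitted here to values per sample and no spread between tumours is given. Summed counts per tumour are 6408500, 5877446 and 3601601, and intervals for shares of counts are Wilson intervals at 95%, with 3 counts as the limit for a count of 0, or 4.7e-05%, 5.1e-05% and 8.3e-05% of the counts. Where several features carry one symbol, the one with the highest mean normalised count stands for it, and MYL11 of the paper is listed as MYLPF. Directions were counted with the sign of the fold change before shrinkage, because 3151 genes at an adjusted p under 0.05 in the first comparison have a shrunken value of 0.

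The genes past an adjusted p under 0.05 and a shrunken log2 fold change of at least 1 in size, the thresholds of the study, were counted. For 39 gene lists and for the 13 hallmarks annotated to the nCounter panel, the p-value of each gene was turned into a normal quantile with the sign of the shrunken fold change and tested with cameraPR of limma 3.58.1 in R 4.3.3, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists, for lists with at least 3 measured members. The panel fold changes of S10 Table and S13 Table were set beside those of RNA-Seq with Pearson and Spearman correlation, permutation tests, shared signs and the Jaccard index of the calls. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for all other steps.

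Named genes follow a rule: every gene the paper names, the 10 with the largest shrunken fold change in each direction at a mean normalised count of at least 100, every gene past the thresholds and the 10 smallest p-values of the paired comparison, the 4 members of each list with the smallest adjusted p, and up to 10 genes at an adjusted p under 1e-10 with a shrunken value under 1 in size. Values in the tables of the paper had been seen when the rule was written.

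The list test was tested on simulated data with 10 planted lists in each of 20 simulations per comparison. Test statistics were shuffled among genes, and those of planted lists were shifted by 1 standard deviation. The list test recovered 92.5% of planted lists among 19857 genes and 95% among 18671 genes, 0 of them in the wrong direction, and called 1.03% and 0.862% of the other lists. Shuffling removes the correlation between genes, so that these rates do not show how often lists of correlated genes are called wrongly.

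Alternatives covered other adjustments for multiple testing, an adjusted p under 0.01, a fold change of at least 2, no fold change threshold, and minimum mean counts of 10 and 50. For lists they covered ranks, shrunken fold changes, a preset correlation of 0.05, random lists matched on mean count and Fisher's exact test. Single tumours were not left out in turn, since the deposited values per sample of the compared groups lie outside the series and were not used, and the MSigDB gene sets were not available.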

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

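Of the tests of explanations below, only the slope across panel genes was set before its result was seen, and the other tests were chosen afterwards. The adjusted p of a list from cameraPR treats its genes as nearly independent and does not measure the spread between dogs.

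The first pattern is a set of genes in data that the paper's counts leave out: 2145 genes at an adjusted p under 0.05 between AGASACs and HGAs had a fold change of at least 1 in size before shrinkage and a shrunken value of 0, such as CEBPB and CLDN1. Low counts that leave only noise before shrinkage are argued against, since the panel fold change rose with that value with a slope of 0.666 (95% bootstrap interval 0.566 to 0.75) across the 88 panel genes at this adjusted p with a shrunken value of 0, whatever their size before shrinkage. The panel had the same sign as the value before shrinkage for 98.9% of these 88 genes, of which 74 had a fold change of at least 1 in size, which is in line with a shrinkage step that set fold changes of differing genes to 0. Across the 219 panel genes at this adjusted p whose shrunken value was not 0, the slope was 0.848 (0.776 to 0.906). Panel values thus followed the size before shrinkage less closely in the 88 genes. Their median mean normalised count was 42.4, against 127.6 in the 219. All were chosen at an adjusted p under 0.05, and the panel used RNA of the same extractions, so that noise alone was unlikely beforehand. Genes off the panel were not tested, and why the step acted on some genes and not on others stays open. No biological explanation was tested for a step of the calculation.

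The second pattern is skeletal muscle, a theme the paper mentions only for single genes: as a list it was higher in primary tumours than in metastases (adjusted p = 3.8e-49) and than in HGAs (adjusted p = 4.1e-06), comparisons that share primary tumours. A lower share of tumour cells in the primary tumours as the whole cause predicts higher T-cell genes there, but they were lower (cameraPR adjusted p = 2.2e-06). Lymph node tissue in the metastases, left open below, would also make T-cell genes lower in the primary tumours by comparison. This test therefore cannot decide, and a lower share of tumour cells stays open. A candidate explanation is muscle tissue in some primary tumour samples: the 39 list members that did not pass over all genes were higher as a list too (adjusted p = 1.8e-25), and ACTA1 and TTN, its most abundant members, had mean normalised counts of 209 and 179, TTN being picked after its values were seen. The authors exclude significant muscle contamination by histology, the HGAs h2, h24 and h28 held 0.00354%, 0.0025% and 0.00614% of their counts in this list, with 7, 4 and 6 of 47 members at 10 counts or more, and how many primary tumours carry the signal was not examined. Expression of muscle genes by the tumour or its stroma stays open as well, as does the anatomical site, which differs between the groups.

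The third pattern is lymphoid genes, which were lower in primary tumours than in metastases and which the paper does not report: lymph node stroma (adjusted p = 7.1e-11), T cells (adjusted p = 2.2e-06), cytotoxic lymphocytes (adjusted p = 1.4e-05), B and plasma cells (adjusted p = 1.3e-04) and MHC class II presentation (adjusted p = 4.2e-04). Leucocytes of every kind being more abundant in the metastases predicts lower macrophage genes in primary tumours. These had a mean z of 0.214 (95% bootstrap interval -0.22 to 0.62), and T-cell genes had one of -0.99. That interval includes 0 and runs over genes, so that it does not measure the spread between dogs. Genes of neutrophils and mast cells were lower in primary tumours (cameraPR adjusted p = 0.0073, and 0.183 on ranks), as the explanation predicts. The values argue against it for macrophages only. Lymph node tissue in the metastasis samples stays open: it needs both the stromal and the B-cell list to be lower in primary tumours, and the larger adjusted p of both was 1.3e-04, but the B-cell call was lost at a mean count of at least 10 (adjusted p = 0.143, range over its alternatives 5.8e-08 to 1), and on the panel 3 of 5 B-cell genes had higher values in the primary tumours (median 0.18, not tested). The most abundant members, picked after their values were seen, were LSP1 of the stromal list and JCHAIN of the B-cell list, with mean normalised counts of 214 and 243 and fold changes of 0.31 and -0.62 (unadjusted p = 0.414 and 0.122). LSP1 was the only stromal member above 0, with 12 of 13 members below 0, and does not stand for its list. Infiltration of metastatic tumour by lymphocytes stays open too, and the HGAs h2, h24 and h28 also had at least 10 counts for 7, 6 and 6 of 15 stromal and 6, 4 and 2 of 22 B-cell list members.

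Further lists were called whose genes the paper discusses singly or not at all. Genes of fibroblasts and matrix were higher as a list, OGN and POSTN included, in primary tumours than in metastases (adjusted p = 8.6e-17). Genes of mitosis were lower as a list in primary tumours than in metastases (adjusted p = 4.8e-10). NF-κB and TNF signalling (adjusted p = 0.00137) and neutrophils and mast cells (adjusted p = 0.0073) were lower there too. The interferon response (adjusted p = 0.00559) and checkpoints and exhaustion (adjusted p = 0.018) were lower there as well, and both calls were lost with a preset correlation of 0.05 (adjusted p = 0.102 each). Ribosomal proteins were higher in primary tumours than in metastases (adjusted p = 0.00121) and lower in AGASACs than in HGAs (adjusted p = 0.00728), and both calls were lost with that preset (adjusted p = 0.0886 and 0.122). Mesenchymal transition, which the paper discusses for POSTN and OGN, was higher in primary tumours than in metastases (adjusted p = 0.031), a call also lost with that preset (adjusted p = 0.127) and at a mean count of at least 10 (adjusted p = 0.0935). The unfolded protein response and secretion, of which the paper discusses XBP1 only, was higher in AGASACs than in HGAs (adjusted p = 7.6e-09), and the call was lost with fold changes before shrinkage in place of test statistics, chosen after the data were seen (adjusted p = 0.0519).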

How the results depend on the processing

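Alternatives with values before shrinkage, signs before shrinkage, another background, rounded values, or without the differing genes were chosen only after the results were seen. Between AGASACs and HGAs, 3633 genes passed, 1952 with a shrunken fold change of at least 2, 8416 without a fold change threshold, 2146 at a mean count of at least 50 and 6144 with the threshold on values before shrinkage, and 2506 to 3628 under the other alternatives. Against metastases, 8 genes passed, 4 with the Benjamini-Yekutieli procedure, 5 with Bonferroni adjustment, 5 at an adjusted p under 0.01 and 4 at a mean count of at least 50, and 6 to 12 under the others. These counts differ by the construction of each threshold. Of the 39 lists, 24 were called against HGAs, 15 with shrunken fold changes and 13 with fold changes before shrinkage in place of test statistics, and 13 were called in the same direction under every alternative chosen in advance. Against metastases, 14 lists were called, 3 with shrunken fold changes and 2 with Fisher's exact test, where skeletal muscle and fibroblasts and matrix alone held genes past the thresholds, so that Fisher's test could call no other list. Shrunken fold changes were 0 for 23172 of 23206 genes of this comparison and say little about direction or stability of its other lists. With them, mesenchymal transition and ribosomal proteins reversed, both with an adjusted p of 0.961, a direction read among values near 0, and over all alternatives their adjusted p ranged from 0.0266 to 1 and from 6.0e-05 to 1. Of the 13 hallmarks, 0 were called, 2 against random lists and 1 with Fisher's exact test. The share of panel genes with one sign was 86.5%, 96.2% among genes called by at least 1 method, and 35% and 59% for all and for called genes with fold changes rounded to 2 decimals, where a value rounded to 0 has no sign. Pearson correlations ranged from 83.7% to 91.8%, the median Spearman correlation between pairs of HGAs from 0.91 to 0.914, and the Jaccard index was 65.3% at a mean count of at least 10. Except where a threshold or rounding shows it, the cause was not tested. Single genes and lists kept direction and side of the threshold in 596 comparisons with alternatives chosen in advance and 293 with those chosen afterwards, lost the threshold in 58 and 16, passed it anew in 12 and 3, and 1 correlation between HGAs moved. No paired analysis was possible because the columns used hold no values of single primary tumours or metastases: those in the deposited table belong to libraries outside the series and were left out by choice, and only the authors' paired fit was read. Shares under 4.7e-05%, 5.1e-05% and 8.3e-05% of the counts of h2, h24 and h28 cannot be told from 0 at their depth.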

Differences from the paper's values

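The rounded fold changes named here were chosen only after the values were seen. Across all genes measured by both methods, the Spearman correlation of fold changes was 84.9%, and the paper's value is 74.5%. Among genes called by at least 1 method it was 88%, and the paper's value is 82.4%. Of the alternatives set before the data were examined, none brought the first value within the error of the paper's: it was 89.8% at a mean count of at least 10, 84.7% without genes with a shrunken value near 0 at the smallest p-values, and 84.9% and 84.9% with calls by adjusted p only and with every feature of a symbol. No such alternative was run for the second value. With shrunken fold changes rounded to 2 decimals, an alternative chosen after seeing the values, the correlations were 74.5% and 82.4%, with 406 of 629 fold changes at 0 and the RNA-Seq calls at 177 as without rounding, so that 0 were dropped. Pearson correlations and the Jaccard index did not differ by more than their error.

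At the thresholds of the study, 7 genes were higher in primary tumours than in metastases, and the paper lists 6, without LOC100688842. With the adjustment recomputed over every gene with a p-value, 6 genes were higher, as in the paper, with 1 lower. A shrunken fold change of at least 2 in size also left 6 higher but 0 lower, where the paper lists 1.

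The paper states that 8 genes of T-cell exhaustion were higher in AGASACs. In RNA-Seq, 6 of them had a fold change above 0 and 3 passed the test, whereas ADORA2A had -1.29 (adjusted p = 0.416) and HAVCR2, which has no adjusted p, had -0.15 before shrinkage in the authors' deposited table. On the panel, all 8 had a fold change above 0 and 4 passed. Of 12 genes that the paper gives, by name or as VEGFs and PDGFs, as higher in HGAs, 11 had the stated direction in RNA-Seq, 8 of them past the test, and PDGFC went the other way with 2.62 (adjusted p = 9.4e-06) in the authors' deposited table.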

Other observations

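In this part, list tests on fold changes before shrinkage, on their signs, with another background or without the differing genes were chosen only after the results were seen, and the other tests were not. The list of ribosomal proteins was lower in AGASACs than in HGAs, although most members did not pass: RPL38 and RPS13 had -1.08 (adjusted p = 7.3e-05) and -0.80 (adjusted p = 2.7e-04) in the authors' deposited table, with 13 of 70 genes lower, 10 when adjusted over the list alone, and 0 higher (median -0.44), and the call was lost under the stricter preset (adjusted p = 0.122), with fold changes in place of test statistics, against random lists and with Fisher's exact test (adjusted p from 1.4e-05 to 1 over the alternatives). Genes of macrophages were not called between AGASACs and HGAs (6 of 22 higher and 0 lower, 6 and 0 when adjusted over the list alone, adjusted p = 0.179), although ITGAM, an integrin of myeloid cells, and CD14, a receptor for lipopolysaccharide, were higher with 5.00 (adjusted p = 1.1e-06) and 1.42 (adjusted p = 1.9e-04) in the authors' deposited table. B and plasma cells were not called either (7 of 21 higher and 0 lower, 4 and 0 when adjusted over the list alone, adjusted p = 0.339), nor were neutrophils and mast cells (1 of 9 higher and 1 lower, 1 and 1 when adjusted over the list alone, adjusted p = 0.764). CCL21, a chemokine of lymph node stroma and lymphatic vessels, was lower in AGASACs with -4.26 (adjusted p = 1.5e-13) in the authors' deposited table, while its list was not called (4 of 14 higher and 1 lower, 5 and 1 when adjusted over the list alone, adjusted p = 0.64). Smooth muscle genes went both ways, among them MYLK, a kinase of myosin light chains, with -3.09 (adjusted p = 3.7e-27) and TPM2, a tropomyosin, with 2.26 (adjusted p = 8.1e-06) in the authors' deposited table (4 of 16 higher and 3 lower, 4 and 3 when adjusted over the list alone, adjusted p = 0.923), where the median fold change was 0.30 and the mean test statistic was below 0. Nerve and Schwann cells included MBP, a myelin protein, with 3.49 (adjusted p = 2.3e-08) and the neurotrophin receptor gene NGFR with -5.10 (adjusted p = 1.8e-14) in the authors' deposited table (2 of 6 higher and 1 lower, 2 and 1 when adjusted over the list alone, adjusted p = 0.923). Among immediate early genes, JUN was higher with 1.73 (adjusted p = 2.0e-08) and EGR3 was lower with -3.74 (adjusted p = 9.4e-13) in the authors' deposited table (9 of 22 higher and 5 lower, 9 and 5 when adjusted over the list alone, adjusted p = 0.641). Fibroblasts and matrix (5 of 30 higher and 2 lower, 4 and 2 when adjusted over the list alone, adjusted p = 0.657) and calcium and parathyroid hormone signalling (2 of 12 higher and 2 lower, 2 and 2 when adjusted over the list alone, adjusted p = 0.377) were not called. TRPV5, a calcium channel, was higher in AGASACs with 5.17 (adjusted p = 0.0084), and VDR, the vitamin D receptor, and PTH1R, the receptor for parathyroid hormone, were lower with -2.05 (adjusted p = 1.9e-04) and -1.57 (adjusted p = 0.0197) in the authors' deposited table.

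Between primary tumours and metastases, members of the called lists had 14 of 15 genes below 0 for cytotoxic lymphocytes, 10 of 14 genes below 0 for MHC class II presentation, 21 of 28 genes below 0 for NF-κB and TNF signalling, 32 of 45 genes below 0 for the interferon response and 15 of 20 genes below 0 for checkpoints and exhaustion. CCL4, a chemokine of cytotoxic cells, had -1.85 (unadjusted p = 3.3e-04), CIITA, the regulator of MHC class II genes, had -1.15 (unadjusted p = 0.0259), and the chemokine gene CCL2 had -1.24 (unadjusted p = 0.00891) in the authors' deposited table. When adjusted over the list alone, 2 genes of cytotoxic lymphocytes and none of the other lists in that sentence passed. Ribosomal proteins had 62 of 70 genes above 0 at a median of 0.08, and mesenchymal transition had 13 of 19 above 0 at a median of 0.22. With a preset correlation of 0.05, the adjusted p was 0.102 for the interferon response and also for checkpoints and exhaustion, 0.0886 for ribosomal proteins and 0.127 for mesenchymal transition. With fold changes before shrinkage in place of test statistics, it was 0.219 for MHC class II presentation, 0.431 for the interferon response, 0.838 for ribosomal proteins and 0.264 for mesenchymal transition. The adjusted p of lists not called in this comparison was 0.055 for simple glandular epithelium, 0.101 for immediate early and heat shock, 0.174 for calcium and parathyroid hormone signalling, 0.215 for mitochondrial fatty acid oxidation, 0.3 for sex steroid receptors and targets, 0.451 for macrophages, 0.524 for glycolysis, 0.524 for fatty acid synthesis and elongation, 0.524 for blood endothelium, 0.524 for lipid droplet and triglyceride storage, 0.548 for sebaceous gland, 0.586 for desmosome, 0.667 for basal and stratified epithelium, 0.713 for MHC class I presentation, 0.713 for tricarboxylic acid cycle, 0.746 for peroxisome, 0.746 for cholesterol biosynthesis, 0.746 for adipocytes, 0.775 for hypoxia response, 0.935 for angiogenic factors, 0.935 for nerve and Schwann cells, 0.995 for oxidative phosphorylation and 0.995 for unfolded protein response and secretion.

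None of the 13 hallmarks of the nCounter panel was called on the RNA-Seq values of its genes between AGASACs and HGAs by cameraPR, with 2 called against random lists, 1 with Fisher's exact test, and an adjusted p from 0.327 to 0.96. At an unadjusted p under 0.05 there was 1, tumour-promoting inflammation (unadjusted p = 0.0407), with 105 of 325 genes higher and 48 lower in AGASACs in the authors' deposited table, 108 and 49 when adjusted over the list alone. Avoiding immune destruction followed with 58 of 181 genes higher and 24 lower, 60 and 25 when adjusted over the list alone (unadjusted p = 0.0502).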
